# Sex differences in peripheral not central immune responses to pain-inducing injury

**DOI:** 10.1038/s41598-017-16664-z

**Published:** 2017-11-28

**Authors:** Douglas M. Lopes, Natalia Malek, Michelle Edye, Sara Buskbjerg Jager, Sheridan McMurray, Stephen B. McMahon, Franziska Denk

## Abstract

Women suffer chronic pain more frequently than men. It is not clear whether this is due to differences in higher level cognitive processes or basic nociceptive responses. In this study we used a mouse model of neuropathic pain to dissociate these factors. We performed RNA-seq on purified peripheral afferent neurons, but found no striking differences in gene expression between male and female mice, neither before nor after nerve injury. Similarly, spinal cord immune responses between the sexes appeared to be indistinguishable when studied by flow cytometry or qRT-PCR. Differences emerged only upon studying peripheral immune cell infiltration into the dorsal root ganglion, suggesting that adaptive immune responses in neuropathic pain could be sexually dimorphic.

## Introduction

Women are more likely to suffer from common pain conditions, such as migraine, back pain or osteoarthritis^1^, and painful autoimmune disorders, like rheumatoid arthritis^2^. Despite clinicians encountering this sex difference on a daily basis, its biological underpinnings are still poorly understood. Women might simply be more prone to pain-generating injury or disease, though laboratory experiments also suggest the presence of a sex difference in pain sensitivity *per se* ^1,3,4^.

Two broad categories of mechanism have been proposed for this difference in pain sensitivity. There are those that implicate complex cortical processes which can modulate pain perception, such as anxiety or gender-specific motivations. Alternatively, it has been suggested that women process noxious stimuli differently at the most basic level, *i.e*. in their peripheral nerves or spinal cord. Evidence for the latter derives mostly from the pre-clinical literature, where studies in knockout mice have implicated various nociceptive mediators in sex-specific pain and analgesia responses^1^. More recently, there have also been several reports of fundamental differences in spinal cord neuroimmune interactions in male and female mice^5–7^.

Yet, most studies to date have relied on behavioural readouts and lack more detailed examinations of cellular and molecular mechanisms. Here, we characterised sex differences in peripheral neurons and immune cell populations to further address the question of whether the origin of sexual dimorphisms in pain should be sought at the level of basic nociception.

## Results

We first investigated whether primary afferent nociceptors – known to be essential drivers of chronic pain - have distinctive molecular profiles in male and female mice. 

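Naïve sensory neurons were sorted by FACS from adult AdvGFP mice, in which the advillin promoter drives green fluorescent protein in peripheral sensory neurons. RNA from 11 male and 11 female libraries was sequenced, with the ganglia of 2 mice pooled into each library. The paper states that trigeminal ganglia served for 2 replicates and lumbar DRG for the others, and that mice were processed in sex-matched batches. Which libraries these were is not given in the sources used here. By the paper's Supplementary Table 8, male libraries had 25698515 to 40035653 input reads (median 29148312) and female libraries had 24800048 to 38111594 (median 31347483). The authors aligned the reads to the mouse genome (mm10) with STAR, kept reads with a single match, and computed FPKM with Cufflinks. FPKM was listed for 45952 genes in each library, and these values were taken as deposited. Genes with an FPKM of at least 1 in at least 3 libraries of either sex were kept, which left 12893 genes. Male and female libraries were compared with limma on log2(FPKM + 1), with an intensity trend and Benjamini-Hochberg adjustment, and an adjusted p under 0.05 was the threshold. All log2 fold changes are male minus female on that scale, which understates the change of genes with a low FPKM. Gene lists were compared with all other tested genes by limma's camera with a preset correlation of 0.01 between members, and again with an estimated correlation. Among the choices that changed calls of genes or lists were the pseudocount, the expression filter, the scaling of the libraries, the intensity trend, RIN or a marker score as a covariate, array quality weights and the libraries included.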

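For the injury experiment, neurons were purified by MACS, which removes non-neuronal cells bound to magnetic beads, from the lumbar DRG of C57BL/6J mice on day 8 after SNL. There were 3 male and 3 female libraries, each from 2 pooled mice, and the supplement states that females were checked for estrus at injury and at harvest, the latter usually by another vaginal lavage according to the methods. Input reads were 50649730, 40789079 and 33111426 in male replicates 1, 2 and 3, and 50230944, 34093541 and 30544219 in female replicates 1, 2 and 3. The authors made the FPKM values of this experiment in the same way as those of naïve neurons, in a table of its own. The tables of the 2 experiments were normalized separately, so each was tested alone. Genes with an FPKM of at least 1 in at least 2 libraries of either sex were kept, 11303 in all, and were tested as described for naïve neurons. Of 37 autosomal genes listed at 0 in every library of one sex, 19 had a mean normalized count above 100 in the authors' deposited table, so a gene at 0 is described as listed at 0, with the value of each library.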

RNA sequencing was performed on purified sensory neurons using either fluorescence-activated cell sorting (FACS) in naïve mice (n = 11, Supplementary Figure 1) or magnetically activated cell sorting (MACS)^8^ in mice that had undergone a pain-inducing nerve injury (n = 3, partial sciatic nerve ligation, SNL). In contrast to most other RNA-seq experiments, our FACS study had an unusually large number of replicates, affording us the power to detect a two-fold change with high certainty, even for transcripts with lower expression level (Supplementary Table 1). Despite this, we only identified 7 genes that were differentially expressed between male and female DRG neurons in a naïve state (Supplementary Tables 2 and 3). 

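In naïve neurons the power to detect a sex difference was higher for genes of higher expression. For the 3223 genes with the highest mean FPKM (25.2 or more), which include the neuropeptide gene Calca and the lipoprotein gene Apoe, the power to detect a 2-fold change was 0.997. It was 0.98 for the 3223 genes between 7.04 and 25.2 FPKM, where the Y-linked gene Eif2s3y lies, and 0.892 for the 3223 genes between 2.25 and 7.04, which hold Ddx3y and Gm29650. For the 3224 genes with the lowest mean FPKM, from 0.209 to 2.25, it was 0.546, and Xist, Tsix, Uty and Kdm5d belong there. Over all tested genes the power was 0.939. These values come from the RNASeqPower formula with 11 libraries per sex, a depth of 20, an unadjusted alpha of 0.05 and the median coefficient of variation in each sex. That coefficient was 0.444 in male and 0.364 in female libraries over all tested genes, and 0.802 and 0.696 for the genes with the lowest mean FPKM. With each gene's own coefficients of variation, 9495 genes (73.6%) had a power of at least 0.7. At the adjusted threshold used for calls, 79 of 100 genes changed 2-fold were recovered in data simulated for the naïve design. Those genes were drawn from genes with a mean log2(FPKM + 1) above 2, and 200 genes were changed at once, the other 100 by 4-fold. With few changed genes the adjusted threshold is stricter, so recovery is overstated for such data.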

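In naïve neurons 5 genes were higher in males and 2 were higher in females. The 5 genes higher in males were Eif2s3y, a subunit of a translation initiation factor, the RNA helicase gene Ddx3y, the histone demethylase gene Kdm5d, Uty, a paralog of the histone demethylase Kdm6a, and the long non-coding RNA gene Gm29650. The 2 genes higher in females were Xist, whose RNA coats the inactive X chromosome, and its antisense gene Tsix. Eif2s3y (ENSMUSG00000069049, chromosome Y of mm10, 1010543 to 1028847) had an FPKM of 23.1 ± 8.06 (SD, n = 11) in males and 0 to 0.282 in females, a log2 fold change of 4.37 (standard error 0.164, adjusted p = 1.19e-15 from limma). Ddx3y (ENSMUSG00000069045, Y, 1260771 to 1286629) had 9.44 ± 3.77 in males and 0 to 0.0903 in females (log2 fold change 3.26, standard error 0.173, adjusted p = 2.04e-12). Uty (ENSMUSG00000068457, Y, 1096861 to 1245759) had 2.24 ± 1.24 in males and was listed at 0 in 8 females, with a highest female value of 0.103 (log2 fold change 1.58, adjusted p = 9.54e-06). Gm29650 (ENSMUSG00000099876, Y, 1048393 to 1049134) had 0.355 to 11.5 in males and was listed at 0 in 9 females, with a highest female value of 0.113 (log2 fold change 2.36, adjusted p = 2.35e-05). Kdm5d (ENSMUSG00000056673, Y, 897788 to 956786) had 0.137 to 2.88 in males and was listed at 0 in all 11 females (adjusted p = 0.0149). Tsix (ENSMUSG00000085715, X, 103431517 to 103484957) had 1.14 ± 0.456 in females and was listed at 0 in 10 males (log2 fold change -1.06, adjusted p = 2.35e-05), and Xist (ENSMUSG00000086503, X, 103460375 to 103483217) had 0.789 ± 0.478 in females and was listed at 0 in 7 males (log2 fold change -0.79, adjusted p = 0.0104). For each of these genes every library of the higher sex lay above every library of the other sex. Xist and Kdm5d did not pass with quantile normalization (adjusted p = 0.647 and 0.0660), with RIN as a covariate (0.173 for both) or without the 4 libraries whose trunk Hox genes were near 0 (0.126 for both), and Kdm5d did not with a satellite glial covariate (0.0873).

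**Figure D1:**
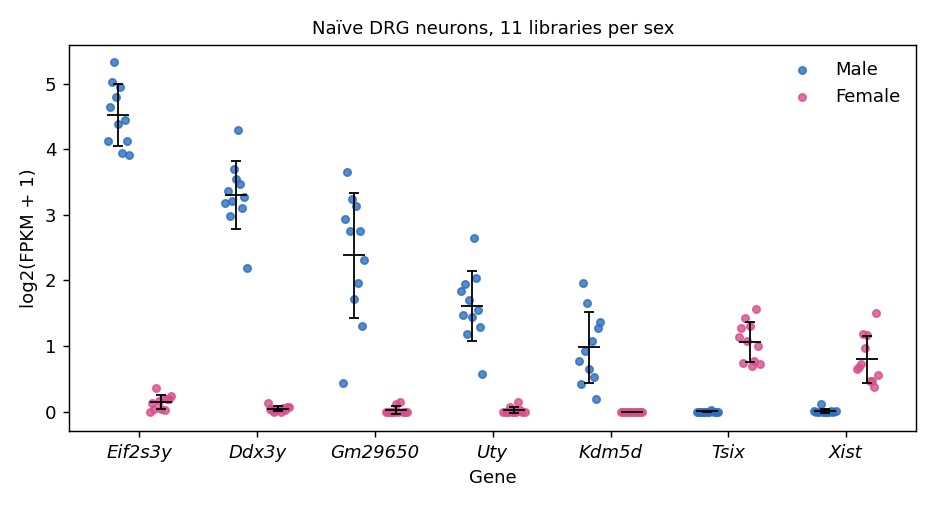
Log2(FPKM + 1) of 7 genes in each naïve library (11 male, 11 female), with the mean and SD of each sex. Eif2s3y, Ddx3y, Gm29650, Uty and Kdm5d are near 0 in females, where Eif2s3y reaches at most 0.282 FPKM, and Tsix and Xist are near 0 in males.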

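No gene outside the sex chromosomes passed the threshold in naïve neurons, where the next adjusted p was 0.547. Among autosomal genes with a higher mean in females, the smallest p belonged to Dcp2, which encodes an mRNA decapping enzyme (chromosome 18, 44380502 to 44424969), with an FPKM of 2.48 ± 2.20 (SD, n = 11) in males and 7.04 ± 2.88 in females and a log2 fold change of -1.24 (standard error 0.301). Next came Nr3c2, the mineralocorticoid receptor gene (-0.66, with 1 male library listed at 0), and Nprl3, a regulator of mTORC1 signalling (17.7 ± 4.34 and 26.4 ± 4.45, -0.57). In the other direction the smallest p belonged to the processed pseudogene Gm6166 (20.8 ± 10.5 and 9.57 ± 6.42, 1.14), which can share reads with its parent gene, the splicing factor gene Rbm17 (0.62) and 1520401A03Rik (1.02, adjusted p = 0.575). At an unadjusted p under 0.05 there were 1069 genes (8.29% of those tested), 308 with a higher mean in males and 761 in females. The numbers were 498 and 381 with quantile normalization and 474 and 534 with median-of-ratios scaling, and there were 657 genes (5.10%) without male replicates 3 and 11, a setting chosen after the data were seen. Dcp2 passed with array quality weights (adjusted p = 0.00356), with RIN as a covariate (0.0336) and without female replicate 10 (0.0129). In the authors' deposited table, made from read counts, where fold changes have the form of estimates pulled towards 0, that of Dcp2 is 0.04 (adjusted p = 0.957 over the genes tested here, the highest of its alternatives), that of Nprl3 is -0.08 and that of Nr3c2 is -0.60. Gm6166, Rbm17 and 1520401A03Rik have 0.81, 0.43 and 0.57 in the authors' deposited table. Bcl3 and D430019H16Rik, which the paper shows in Fig. 1b, had log2 fold changes of 0.57 (adjusted p = 0.659) and -0.17 (adjusted p = 0.80) in naïve neurons.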

The majority of them were X- or Y-linked and have also been reported as differentially expressed in human^9^ and mouse brain^10^.

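Of the 7 genes that differed in naïve neurons, 5 lie on chromosome Y and 2 on X. The sex chromosomes held 459 of the tested genes (453 on X and 6 on Y, 3.56%), and the share among the 7 genes was higher (Fisher's exact test, two-sided, p = 6.98e-11). Females lack chromosome Y, so calls of its expressed genes were given in advance, and this p is not independent evidence. Of the list of Y-linked genes, 5 were expressed and all 5 were higher in males (5 when adjusted over the list alone; median log2 fold change 2.36; camera adjusted p = 3.63e-41, and adjusted p = 1.48e-07 with an estimated correlation). Those 5 are genes the paper calls, so the list is not independent evidence. Of 13 expressed genes of a list of X inactivation, which holds genes that escape it, with transcripts from both X chromosomes in females, and also Xist and Tsix, 10 had a higher mean in females (median log2 fold change -0.32; camera adjusted p = 2.07e-05, and adjusted p = 0.00265 with an estimated correlation). Xist and Tsix, which the paper calls, passed over all genes, while 4 passed when adjusted over the list alone. Without Xist and Tsix, 8 of 11 had a higher mean in females (median -0.29, camera adjusted p = 0.0443, and adjusted p = 0.126 with an estimated correlation; chosen after the data were seen). The other members past the limit for the list alone, chosen after their values were seen, were Eif2s3x, the X-linked partner of Eif2s3y (5.29 FPKM in males and 9.94 in females, log2 fold change -0.94), and the histone demethylase gene Kdm5c (2.17 and 4.2, -0.71). The 3 members with the highest FPKM were Pbdc1 (-0.02), Ddx3x (19.2 ± 5.44 and 23.4 ± 5.62, SD, n = 11 each, -0.29) and 5530601H04Rik (-0.55). Tsix and Xist overlap on opposite strands, and the library kit did not mark strand, so reads of the pair cannot be told apart.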

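After SNL, 3 genes were called higher in males and 2 higher in females by their FPKM in neurons purified by MACS. The Y-linked genes Eif2s3y (16.5, 8.81 and 21.3 FPKM in male replicates 1, 2 and 3) and Ddx3y (11.6, 10.4 and 20.3) were listed at 0 in all 3 females. The other gene higher in males was Slc24a5, a cation exchanger gene known from pigment cells (chromosome 2, 125068124 to 125088677), at 7.14, 9.25 and 9.95 FPKM in males and listed at 0 in all females. The 2 genes higher in females, both listed at 0 in all males, were the interferon regulatory factor gene Irf5 (chromosome 6, 29526625 to 29541871; 9.27, 7.72 and 9.55 FPKM in females) and Pkmyt1, a kinase that inhibits CDK1 (chromosome 17, 23726336 to 23736729; 6.75, 7.36 and 6.75 FPKM). Each of the 5 had an adjusted p of 0.00625 from limma. In the authors' deposited table, the mean normalized count over the libraries was 389 for Irf5, 233 for Pkmyt1 and 23.1 for Slc24a5, and the log2 fold changes there, which have the form of estimates pulled towards 0, were -0.24, -0.33 and 0.20. Of genes that one sex lacks, the authors' deposited table gives Gm29650 0.30 at a mean count of 6.43, Kdm5d 2.43 at 82.7, Uty 3.81 at 202 and Xist -1.28 at 287. The fold change over its standard error there, the Wald statistic, was -0.85 for Irf5 and -1.30 for Pkmyt1, against -4.79 for Xist. These values argue against an absence of the Irf5 and Pkmyt1 transcripts in males, so their zeros are no measure of a sex difference. In naïve neurons Irf5 was listed at 0 in 8 males and 8 females, Pkmyt1 in 9 and 10, and Slc24a5 in 1 female. At an unadjusted p under 0.05 there were 417 genes (3.69%), 126 with a higher mean in males and 291 in females. With quantile normalization 200 of 387 had a higher mean in males, and with median-of-ratios scaling 171 of 384. The share of such genes was 7.56% without male replicate 2 and 6.78% without female replicate 1, against 1.87%, 1.83% and 1.40% without male replicate 1, female replicate 2 and female replicate 3. With the authors' deposited p-values, adjusted over the genes tested here, Irf5, Pkmyt1 and Slc24a5 did not pass (adjusted p = 0.993 each). By limma no gene passed with a pseudocount of 0.01 (adjusted p from 0.293 to 0.929 for the 5; 326 genes at an unadjusted p under 0.05) or with no expression filter (0.239 to 0.275; 505 genes). Nor did any among genes with a mean FPKM of at least 5 (0.251 for both Y-linked genes; 2.99% of those genes at an unadjusted p under 0.05). The number that passed was 8 without male replicate 1 and 13 without male replicate 2 or without female replicate 1.

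**Figure D2:**
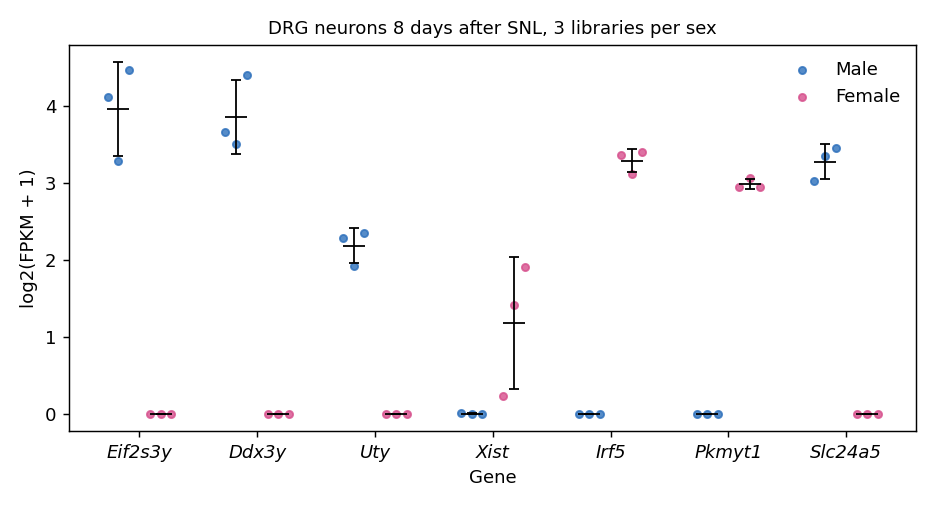
Log2(FPKM + 1) of 7 genes in each library after SNL (3 male, 3 female), with the mean and SD of each sex. Eif2s3y, Ddx3y, Uty and Slc24a5 are at 0 in females, Irf5 and Pkmyt1 are at 0 in males, and Xist spreads from 0.176 to 2.76 FPKM in females.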

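Several other genes on the sex chromosomes separated the sexes after SNL without passing the threshold. Uty had 3.87, 2.79 and 4.12 FPKM in males and was listed at 0 in females (adjusted p = 0.0962), and Kdm5d had 1.04, 0.899 and 0.715 in males and was listed at 0 in females, below the expression filter. Xist had 0.176, 1.65 and 2.76 FPKM in females and at most 0.00135 in males (adjusted p = 0.945). Uty passed with no intensity trend (adjusted p = 0.0270) and with the filter rule of naïve neurons (0.0271). All 3 expressed Y-linked genes were higher in males when adjusted over the list alone, and 2 over all genes (camera adjusted p = 3.30e-16, and adjusted p = 0.121 with an estimated correlation). These are genes the paper calls, so the list is not independent evidence. Of 9 expressed genes of the X inactivation list, 7 had a higher mean in females and none passed by limma (none when adjusted over the list alone, 2 at an unadjusted p under 0.05), with a median log2 fold change of -0.30 (camera adjusted p = 0.0258, and adjusted p = 0.629 with an estimated correlation). That list did not pass with quantile normalization (adjusted p = 0.0535), with the filter rule of naïve neurons (0.174) or among genes with a mean FPKM of at least 5 (0.236). It did not pass without male replicate 2 (median -0.32, adjusted p = 0.503) or female replicate 3 (-0.28, adjusted p = 0.164) either. Its median was -0.20 without male replicate 1 and -0.49 without male replicate 3. Nor did it pass without Xist (6 of 8 higher in females, median -0.30, adjusted p = 0.107). Among its members Ddx3x had a log2 fold change of -0.27, Pbdc1 of -0.45 and Eif2s3x of 0.16. Of the 5 genes that differed, 2 lie on chromosome Y and 3 on autosomes, whereas 3.48% of the tested genes lie on X or Y (Fisher's exact test, two-sided, p = 0.0113, and p = 0.0732 without male replicate 2 or without female replicate 1). As in naïve neurons, this p is not independent evidence, since females lack chromosome Y.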

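Bcl3, a co-regulator of NF-kappa-B (chromosome 7, 19808462 to 19822770), had an FPKM of 2.34 ± 0.384 (SD, n = 3) in males and 8.34 ± 2.63 in females after SNL, a log2 fold change of -1.45 (standard error 0.320). D430019H16Rik (chromosome 12, 105453856 to 105493095) had 1.68 ± 0.477 in males and 4.41 ± 0.887 in females (-1.01, standard error 0.306). Neither passed over all genes (adjusted p = 0.945 from limma for both), while both passed with the authors' deposited p-values, adjusted over the genes tested here (0.0438 and 0.0319). Among other autosomal genes with a small p, Rbm15b, a subunit of the m6A methylation machinery (chromosome 9, 106880918 to 106887428), was listed at 0 in all males and had 2.77, 3.15 and 2.69 FPKM in females (adjusted p = 0.146), and it passed with no intensity trend (adjusted p = 0.0302) and with the filter rule of naïve neurons (0.0377). In the authors' deposited table Rbm15b had a mean normalized count of 334 and a log2 fold change of -0.32. The protease inhibitor gene Eppin had 7.16 ± 4.23 in males and 1.53 ± 0.478 in females (log2 fold change 1.59), and Gm13015 had 1.16 to 4.61 FPKM in males and was listed at 0 in females.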

The same was true after SNL, where a very similar set of 7 genes was identified (Fig. 1, Supplementary Tables 3 and 4). For this sequencing experiment, we had a more usual n of three per group and therefore chose to perform a qRT-PCR validation experiment in an independent cohort of mice (n = 4). We chose 25 well-established nociception-related genes, but again found expression levels to be indistinguishable between the sexes (Fig. 2a, Supplementary Table 5). 

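Of the 25 nociception-related genes of Supplementary Table 5, 24 were expressed in each RNA-seq experiment, and none differed between the sexes in naïve neurons or after SNL (limma; none when adjusted over the list alone, 3 at an unadjusted p under 0.05 in each experiment). In naïve neurons the 3 were P2rx4, an ATP-gated channel (20.2 ± 6.16 FPKM in males and 27.8 ± 7.05 in females, SD, n = 11, log2 fold change -0.46), Ntrk3, the receptor for neurotrophin-3 (-1.07), and the neuropeptide gene Npy, which was listed at 0 in 10 males and 5 females. After SNL they included the neuropeptide gene Adcyap1 (33.3 ± 6.55 in males and 48.2 ± 4.13 in females, SD, n = 3, -0.54) and Scn9a, which encodes the sodium channel Nav1.7 (57.3 ± 1.19 and 41.6 ± 4.88, 0.46). Other pain genes had intervals that spanned 0, with log2 fold changes in naïve neurons and after SNL of -0.18 and 0.02 for the sodium channel gene Scn10a, -0.49 and -0.22 for the capsaicin receptor gene Trpv1, and 0.39 and -0.18 for the substance P precursor gene Tac1. The median log2 fold change of the panel was -0.11 in naïve neurons and -0.13 after SNL (camera adjusted p = 0.940 and 0.786, and adjusted p = 0.974 and 0.778 with an estimated correlation). The 95% interval of the fold change stayed within 2-fold in either direction for 13 of the 24 genes in each experiment.

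**Figure D3:**
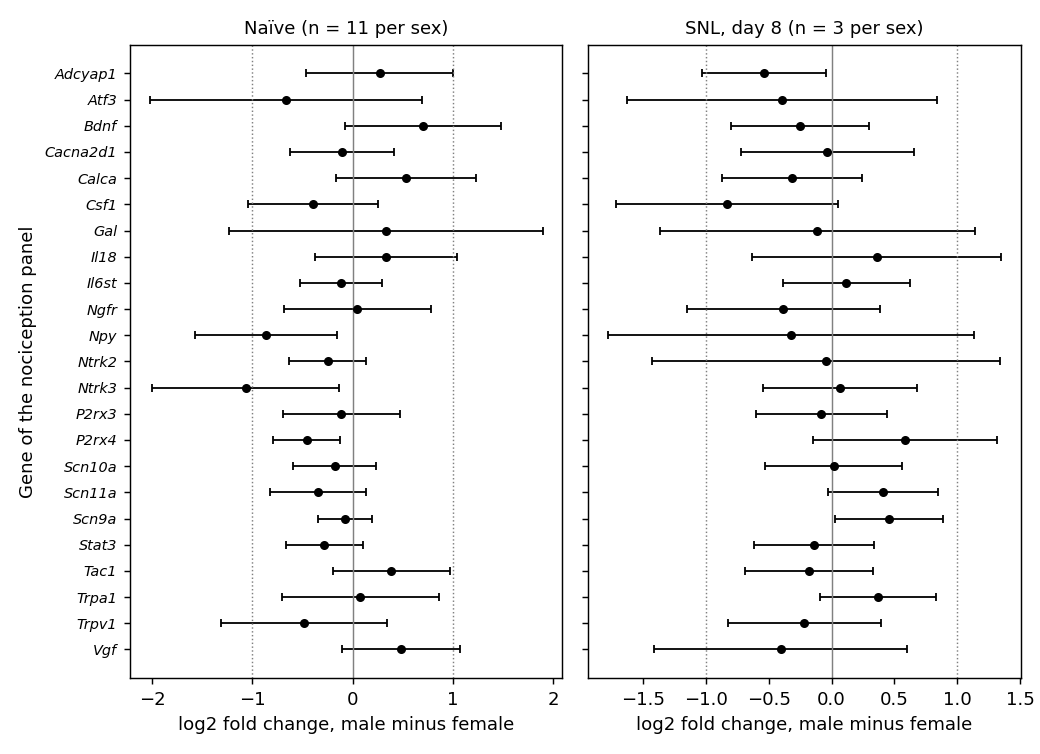
Log2 fold change (male minus female) with its 95% interval for expressed genes of the nociception panel, in naïve neurons (11 libraries per sex) and after SNL (3 per sex). Most intervals cross 0, and among the genes drawn those that do not belong to P2rx4, Npy and Ntrk3 in naïve neurons and to Adcyap1 and Scn9a after SNL.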

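Wider lists of nociceptor genes gave no gene past the threshold over all genes in either experiment. Of the nociceptor ion channels, 29 were expressed in naïve neurons (7 with a higher mean in males and 22 in females, median log2 fold change -0.15, camera adjusted p = 0.353) and 27 after SNL (13 and 14, adjusted p = 0.121), and none passed when adjusted over the list alone (limma; 4 and 1 at an unadjusted p under 0.05). Members included the acid-sensing channel gene Asic3 in naïve neurons (92.7 FPKM in males and 69.3 in females, 0.38) and Scn11a, which encodes Nav1.9, after SNL (148 ± 5.68 and 112 ± 20.1, SD, n = 3, 0.41). Of the neuropeptides and trophic factors, 15 were expressed in each experiment (camera adjusted p = 0.0600 in naïve neurons and 0.623 after SNL), and none passed when adjusted over the list alone (limma; 2 at an unadjusted p under 0.05 in each). Their median in naïve neurons was 0.31 and their mean -0.06, with the bombesin-like peptide gene Nmb (600 ± 233 FPKM in males and 404 ± 90.1 in females, SD, n = 11, 0.52) and Calca (0.53) above and Npy below. The list passed in naïve neurons with a pseudocount of 0.01 (adjusted p = 0.0494) and when male replicate 2 or 10 or female replicate 1, 3, 5 or 9 was left out (adjusted p from 0.00997 to 0.0472). Over all libraries its adjusted p was 0.669 with an estimated correlation. The adjusted p was 0.136 without female replicate 4, and the median was 0.17 without female replicate 11 and 0.19 to 0.21 without male replicate 4 or 8 or female replicate 2, 6 or 10. After SNL their median was -0.25, with Calca at -0.31 and the galanin gene Gal at -0.11. Of the G protein-coupled receptors of nociceptors, 26 were expressed in naïve neurons (median -0.18, camera adjusted p = 0.227) and 22 after SNL (median -0.05 against a mean of 0.01, adjusted p = 0.378), and none passed when adjusted over the list alone (limma; 4 and 0 at an unadjusted p under 0.05). S1pr3, a receptor for sphingosine-1-phosphate, had a log2 fold change of -0.66 in naïve neurons and 0.32 after SNL. Of genes of sex and steroid hormone signalling, 15 were expressed in naïve neurons (median -0.06, camera adjusted p = 0.335) and 13 after SNL (median -0.16, adjusted p = 0.623), among them Pgrmc1 (-0.01 and -0.05) and Hsd17b12 (0.07 and 0.23). When adjusted over the list alone 1 of them was lower in naïve males, Nr3c2 (adjusted p = 0.00755), and none passed after SNL (limma; 1 at an unadjusted p under 0.05).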

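Genes of the cytosolic ribosome and of oxidative phosphorylation mostly had a higher mean in males in naïve neurons and a higher mean in females after SNL. In naïve neurons 77 of 79 expressed cytosolic ribosomal protein genes had a higher mean in males, with a median log2 fold change of 0.31, among them Rpl41 (1618 ± 710 FPKM in males and 1218 ± 233 in females, SD, n = 11, 0.33), Rpl32 (978 ± 405 and 736 ± 132, 0.32) and Rps14 (0.06). After SNL 75 of 77 had a higher mean in females, with a median of -0.20, among them Rpl41 (804 ± 110 and 897 ± 70.1, SD, n = 3, -0.16) and Rps9 (-0.16). No member passed in either experiment (limma; none when adjusted over the list alone, 21 and 0 at an unadjusted p under 0.05). The list passed by camera (adjusted p = 5.59e-25 in naïve neurons and 0.0258 after SNL) and did not with an estimated correlation (adjusted p = 0.337 and 0.778). Subunits of oxidative phosphorylation had a median of 0.10 in naïve neurons (58 of 73 higher in males) and -0.20 after SNL (62 of 72 higher in females), with Cox6a1 at 0.10 and -0.12 and Cox6b1 at 0.18 and -0.26. None of them passed either (limma; none when adjusted over the list alone, 2 and 1 at an unadjusted p under 0.05), and the list's camera adjusted p was 6.61e-05 and 0.0258, against an adjusted p of 0.671 and 0.778 with an estimated correlation. The RIN of naïve male libraries averaged lower than that of female libraries by 1.10. The ribosomal median in naïve neurons was 0.16 with RIN as a covariate, 0.19 with quantile normalization and 0.12 with array quality weights. It was 0.20 without male replicate 11 and 0.13 without male replicates 3 and 11, which lay apart from the rest. The oxidative phosphorylation list did not pass in naïve neurons with RIN as a covariate (median 0.02, adjusted p = 0.0701), quantile normalization (-0.022, adjusted p = 0.507) or array quality weights (adjusted p = 0.279). It did not pass without male replicate 11 (-0.03, adjusted p = 0.490) or without both of those replicates (-0.079, adjusted p = 0.176), and its median was 0.06, 0.04 and 0.17 without male replicates 2, 3 and 5. After SNL the ribosomal list did not pass without male replicate 2 (median 0.01, adjusted p = 0.438), female replicate 2 (-0.05, 0.997) or female replicate 3 (-0.12, 0.359). Its median was -0.41 without male replicate 3 and also without female replicate 1. The mean log2(FPKM + 1) of the ribosomal genes was 7.30, 6.97 and 7.79 in male replicates 1, 2 and 3 and 7.09, 7.86 and 7.72 in female replicates 1, 2 and 3. Male replicates 1 and 2 and female replicate 1 thus lay below the other 3 libraries, and their share of uniquely mapped reads was higher. The oxidative phosphorylation list after SNL did not pass without male replicate 1 (median -0.11, adjusted p = 0.0751), male replicate 2 (-0.08, 0.796), female replicate 2 (-0.04, 0.979) or female replicate 3 (-0.16, 0.205). Without male replicate 3 or female replicate 1 its median was -0.30 or -0.32. With median-of-ratios scaling the 2 lists had an adjusted p of 0.0943 and 0.106 after SNL, and with no intensity trend an adjusted p of 0.102 each.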

In our datasets therefore, we could not identify any transcriptional differences in the peripheral nociceptive neurons of male and female mice.

**Figure 1:**
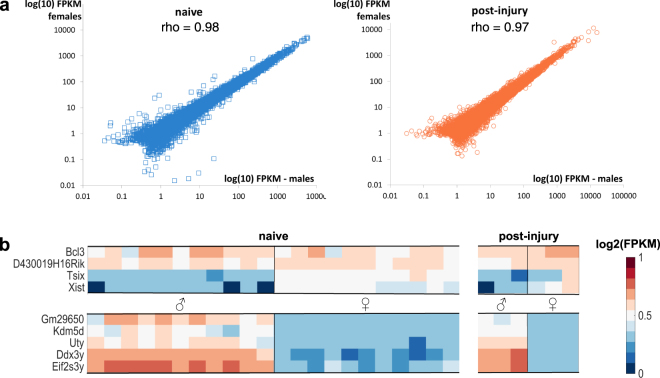
Transcriptionally, sensory neurons purified from adult male and female mice are very similar. (**a**) Plots of average FPKM values of male versus female RNA-seq samples on a log(10) scale. Sensory neurons were derived from naïve (n = 11) as well as post-injury DRG (SNL, day 8, n = 3). Spearman’s rank correlations (rho) are displayed on the graphs. (**b**) Genes found to be differentially expressed (DESeq2) at adj. p < 0.05 in naïve (n = 11, right) or post-injury (SNL, day 8, n = 3, left) male and female mice. Heatmaps display log2 (FPKM) values.

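Among the genes with the highest mean FPKM was the synuclein gene Sncg, with 14696 FPKM in naïve males and 12234 in naïve females. Across the 12893 genes tested in naïve neurons, Spearman's rho between the male and the female mean FPKM was 0.982, and across the 11303 genes tested after SNL it was 0.972. Genes are not independent replicates, so no p is given. Single libraries were less alike than these means. In naïve neurons the median rho between pairs of libraries was 0.894 within a sex (110 pairs) and 0.896 between the sexes (121 pairs). After SNL it was 0.925 within a sex (6 pairs) and 0.919 between the sexes (9 pairs).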

**Figure 2:**
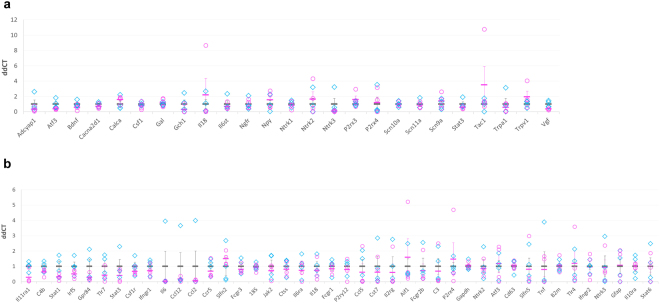
qRT-PCR of purified sensory neurons and spinal cord immune cells show no significantly dysregulated genes between male and female mice after nerve injury. (**a**) Nociceptive neurons were isolated from ipsilateral L3-L5 lumbar DRG of mice using magnetically activated cell sorting and qRT-PCR performed on the resulting RNA. No significant differences emerged between male and female mice after multiple comparison corrections (p > 0.05, n = 4). Displayed are individual ddCT values for each biological replicate (blue for males, pink for females), as well as group means and standard errors (grey for males, pink for females). (**b**) Immune cells (98% microglia) were isolated with a Percoll gradient from ipsilateral lumbar spinal cord eight days after SNL. A panel of 39 genes related to microglial activation, nociception and female adaptive immunity were tested for their expression levels using qRT-PCR. No significant differences emerged between male and female mice after multiple comparison corrections (p > 0.05, n = 4). Displayed are individual ddCT values for each biological replicate (blue for males, pink for females), as well as group means and standard errors (grey for males, pink for females).

To investigate whether some of the reported sex differences might arise at the level of the immune response, as has previously been suggested^5^, we also examined peripheral and spinal cord immune cells. As we and others reported before^11,12^, we could identify very few immune cells besides microglia in the spinal cord eight days after SNL (Fig. 3) – the time at which spinal T cell involvement in sex differences has been hypothesised^5^. The same was true 24 days after SNL (Supplementary Figure 2).

**Figure 3:**
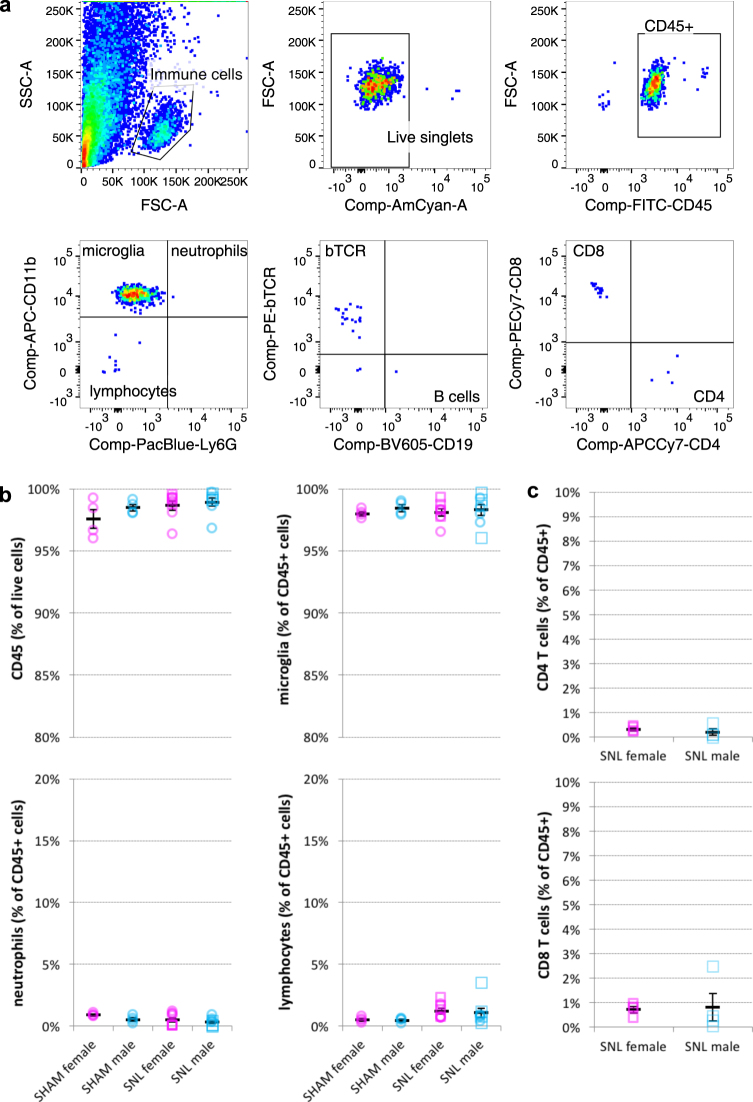
Flow cytometry analysis of mouse spinal cord after SNL reveals very few immune cells besides microglia and no obvious sex differences. (**a**) Gating strategy of Percoll-isolated immune cells from ipsilateral lumbar spinal cord. Live single immune cells were selected and identified based on CD45+. The numbers of CD11b+ microglia, CD11b+/Ly6G+ neutrophils and CD11b−/Ly6G− lymphocytes were compared across male and female mice. Lymphocytes were further classified into CD19+ B cells and βTCR+ T cells (bTCR), which were split according to their CD4 and CD8 positivity (**b**,**c**). Quantification of flow cytometry data obtained eight days after SNL or sham surgery. Plotted is the percentage of CD45+ amongst all live cells and the percentage of microglia, neutrophils, lymphocytes, CD8+ and CD4+ T cells amongst CD45+ immune cells. Each dot represents a mouse (females in pink, males in blue) from two independent experiments displayed as circles (n = 4) and squares (n = 4). Black bars are means + SE. No significant differences were found between male and female mice.

Moreover, there were no differences in immune cell numbers between male and female mice in the spinal cord: microglial proliferation rates were comparable (Supplementary Figure 3) and different immune cell types were observed at similar frequencies (Fig. 3). Finally, no sex specific differences in gene expression could be detected either in naïve mice or after SNL; we tested select panels of genes known to be involved in microglial activation, nociception or female adaptive immunity, including P2rx4, Tlr4, and Tlr7 (Fig. 2b, Supplementary Figure 4 and for raw data see Supplementary Tables 6 and 7).

In contrast to the spinal cord, we detected significant immune cell infiltration into the DRG upon injury, as expected. More neutrophils, monocytes and macrophages were identified eight days after SNL compared to 24 days (two-way ANOVA, *main effect of time*, p < 0.001, Fig. 4, Supplementary Figure 5). More interestingly, we found hints that the response of adaptive immune cells might be different in male and female mice. That is, a significantly increased frequency in B cells was detected in male DRG eight days after SNL (two-way ANOVA, *main effect of sex*, p = 0.011), and T cells appeared more frequent in female mice (independent samples t-test, p = 0.048).

**Figure 4:**
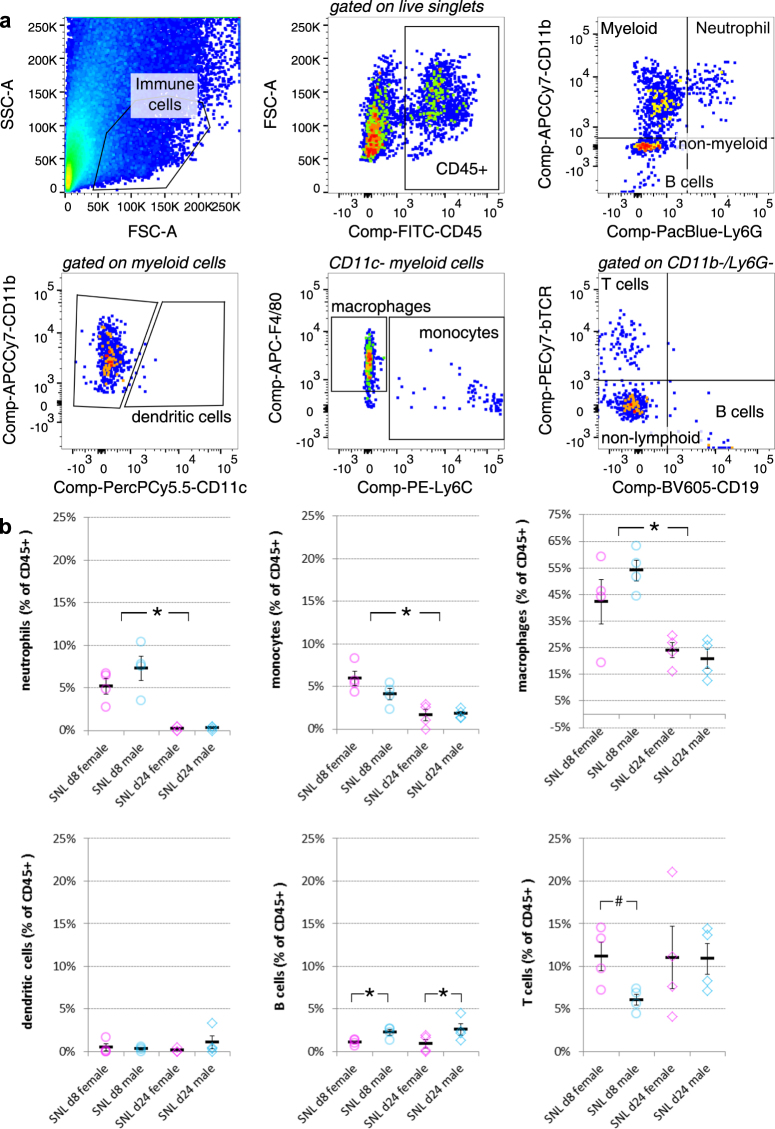
Flow cytometry analysis of peripheral DRG after SNL reveals potential sex differences in adaptive immune cell types. (**a**) Gating strategy of ipsilateral L3-L5 DRG of male and female mice. Live single immune cells were selected and identified based on CD45+. Ly6G and CD11b were used to distinguish neutrophils and cells of the myeloid lineage. Myeloid cells were further split into CD11c+ dendritic cells, F4/80+ macrophages and Ly6C+ monocytes. Lymphoid cells were subdivided into βTCR+ T cells and CD19+ B cells. There was also a substantial CD11b−, Ly6G− population that did not appear to be of lymphoid lineage. (**b**) Quantification of flow cytometry data obtained eight days or 24 days after SNL. Plotted is the percentage of neutrophils, monocytes, macrophages, dendritic cells, B cells and T cells amongst live CD45+ immune cells. Each dot represents a mouse (females in pink, males in blue) from two independent experiments displayed as circles (n = 4) and diamonds (n = 4). Black bars are means + SE. *p < 0.012, ^#^p < 0.05.

## Discussion

Our data did not support a sex difference in basic nociceptive neuron biology, at least not at the transcriptional level. In naïve neurons, we can be confident of this finding, as we were unusually well powered to detect changes even in lowly expressed transcripts. 

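In naïve neurons the 95% interval of the male-female fold change stayed within 2-fold in either direction for 11110 of the 12893 tested genes (86.2%), a limit chosen after the data were seen. Among the genes with narrow intervals were Pgrmc1, a membrane-bound progesterone receptor component (102 FPKM in males and 103 in females), and the Nav1.7 gene Scn9a (38.1 ± 6.26 and 40.6 ± 9.59, SD, n = 11, log2 fold change -0.07). Wide intervals belonged to genes that varied between libraries of the same sex, such as the injury gene Atf3, whose FPKM ranged from 1.71 to 106 in males and from 3.25 to 166 in females. Within 2-fold were 93.2% of the 3223 genes with the highest mean FPKM, 84.4% and 80.7% of the next groups of 3223, and 86.4% of the 3224 genes with the lowest mean FPKM, for which the pseudocount of 1 FPKM limits the fold change. From the power that 11 libraries per sex gave, also for genes of low expression, the paper reasons that it can be confident of the lack of a transcriptional sex difference in naïve neurons.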

After injury, we used a more conventional n number for RNA-seq (n = 3) and had a 70% chance to detect a two-fold change in about half of all genes. 

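After SNL, genes with a high mean FPKM had the smallest relative spread between libraries, as for the cytochrome oxidase gene Cox6a1 (1495 ± 61.6 FPKM in males and 1627 ± 93.2 in females, SD, n = 3). The power to detect a 2-fold change with 3 libraries per sex was 0.870 for the 2825 genes with a mean FPKM of 31.5 or more. It was 0.796 for the 2826 genes between 9.59 and 31.5, 0.635 for the 2826 genes between 3.30 and 9.59, and 0.403 for the 2826 genes between 0.416 and 3.30. Over all 11303 tested genes it was 0.711, from median coefficients of variation of 0.283 in males and 0.261 in females at a depth of 25. This is for an unadjusted alpha of 0.05. At the adjusted threshold used for calls, 12 of 100 genes changed 2-fold were recovered in data simulated for this design. The changed genes were drawn from those with a mean log2(FPKM + 1) above 2, so recovery at lower expression was not measured. Here too 200 genes were changed at once, which overstates recovery for data with few changed genes. With each gene's own coefficients of variation, 5033 genes (44.5%) had a power of at least 0.7.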

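Genes of the nerve injury response had a higher mean in female than in male neurons after SNL. Of 22 expressed members, 21 had a higher mean in females, with a median log2 fold change of -0.48. Among them were the growth-associated genes Sprr1a (472 ± 150 FPKM in males and 666 ± 223.3 in females, SD, n = 3, -0.49) and Gap43 (-0.22), and Csf1, which recruits microglia and macrophages (11.8 and 21.6, -0.83). No member passed (limma; none when adjusted over the list alone, 3 at an unadjusted p under 0.05), while the list passed by camera (adjusted p = 0.00279) and did not with an estimated correlation (adjusted p = 0.629). All 9 expressed immediate early and stress genes had a higher mean in females (median -0.65), among them Jun (12.8 ± 8.57 and 30.4 ± 11.1, SD, n = 3, -1.43) and Dusp1 (-1.09). No member of this list passed (limma; none when adjusted over the list alone, 1 at an unadjusted p under 0.05), and its camera adjusted p was 0.0224, against an adjusted p of 0.629 with an estimated correlation. The nerve injury list did not pass without male replicate 2 (median -0.29, adjusted p = 0.368) or female replicate 3 (-0.18, adjusted p = 0.234). It had medians of -0.30 and -0.72 without male replicates 1 and 3, and of -0.59 and -0.53 without female replicates 1 and 2. The mean log2(FPKM + 1) of its members was 5.24, 5.29 and 6.03 in male replicates 1, 2 and 3 and 5.76, 5.79 and 6.47 in female replicates 1, 2 and 3. Male replicate 3 and female replicate 3 had the lowest shares of uniquely mapped reads (80.1% and 81.9%), and with female replicate 2 they stood apart from the other libraries in globin and ribosomal transcripts. The immediate early list did not pass without male replicate 1 (median -0.46, adjusted p = 0.143), male replicate 2 (-0.55, 0.368) or female replicate 3 (-0.61, 0.234), and had a median of -1.19 without male replicate 3. In naïve neurons neither list passed. There were 22 expressed members of the injury response (6 with a higher mean in males and 16 in females, median -0.40, camera adjusted p = 0.249) and 12 immediate early and stress genes (median -0.21, adjusted p = 0.728), among them Fos (-0.14) and Zfp36 (-0.35). The injury list passed in naïve neurons with RIN as a covariate (adjusted p = 0.000276), with a satellite glial covariate (0.0369) and without male replicate 4 (median -0.42, adjusted p = 0.0484). Over all libraries its adjusted p was 0.777 with an estimated correlation, and its median was -0.17 without female replicate 9 (adjusted p = 0.875) and -0.25 without female replicate 5 or male replicate 11. No gene of either list passed in naïve neurons (limma; none when adjusted over the list alone, 2 and 0 at an unadjusted p under 0.05).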

More than 500 genes have been reported to be regulated by more than two-fold as a result of nerve injury in purified neurons^13^, so we are unlikely to have missed big differences, especially in our select group of nociception-related genes which we independently validated. However, it cannot be ruled out that more subtle sex differences are present in more lowly expressed transcripts. In this context, it is also worth contemplating that our power analyses indicated that conventional RNA-seq experiments using n = 2–4 will frequently be underpowered (see an illustrative example using real data in Supplementary Table 1).

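Sex differences after SNL were bounded less closely for genes with a low FPKM, such as the transcript D430019H16Rik, than for abundant ones such as the sensory peptide gene Calcb. The 95% interval of the fold change stayed within 2-fold in either direction for 6028 of the 11303 tested genes (53.3%). The share was 80.8% for the 2825 genes with the highest mean FPKM, 62.6% and 42.0% for the next groups of 2826, and 28.0% for the 2826 genes with the lowest. For D430019H16Rik the interval of the log2 fold change ran from -1.71 to -0.32, and for Calcb from -0.26 to 0.64. From its power with 3 libraries per sex and the number of genes reported elsewhere to change more than 2-fold in purified neurons after nerve injury, the paper reasons that large sex differences are not likely to have been missed. It holds this above all for the nociception-related genes, which it measured independently, and leaves open smaller differences in genes of low expression.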

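When 3 libraries per sex were drawn at random from the naïve libraries, 100 times, the power to detect a 2-fold change over all tested genes averaged 0.549 and ranged from 0.346 to 0.796 between draws. It averaged 0.766 for the 3223 genes with the highest mean FPKM, to which the peptide gene Calca belongs, and 0.638 for the next 3223. For the group of Ddx3y and Gm29650 it averaged 0.473, and for the 3224 genes with the lowest mean FPKM, with Xist and Uty among them, it averaged 0.227. The depth, effect and alpha were those used for 11 libraries per sex.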

We also found no evidence for differences in spinal cord immune responses. We are confident that the vast majority of immune cells in the spinal cord after injury are microglia. Moreover, our data indicate that their numbers and expression profiles do not differ drastically between the sexes, at least when considered at population level in ipsilateral segments. Very recent work on microglia suggests that they might display extremely localised responses^14,15^. It is a fascinating concept, which perhaps means that further exploration of potential sex differences in microglial responses to nociception would have to be carried out at a single cell or clonal level.

Finally, our data indicate a possible sex-specific response of peripheral immune cells to neuropathic pain. This novel finding fits well into the wider immunological literature^2,16^, where evidence for heightened adaptive immune responses in women is wide-ranging and well-established^2,16^.

In conclusion, based on our results and the wider literature, we would currently advocate that mechanistic explanations for the observed differences in pain perception between men and women be sought either at the level of the peripheral immune system or in more complex central nervous system processes.

## Methods

### Animals

AdvGFP mice and non-transgenic littermates were used for FACS sorting of DRG neurons (gensat.org: STOCK Tg(Avil-EGFP)QD84Gsat/Mmucd). Mice were bred in house (12 hour light-dark cycle) and used between 3 and 6 months of age. All other experiments were performed on C57Bl/6J mice (age-matched, between 6 weeks and 7 months of age). All experiments described were carried out in accordance with the United Kingdom Home Office Legislation (Scientific Procedures Act 1986) and were approved by the Home Office to be carried out at King’s College London under project licence 70/0793.

### Surgery

Partial sciatic nerve ligation (SNL) was performed under isofluorane anaesthesia after injection of a single dose of 0.05 mg/kg buprenorphine for post-surgical analgesia. The sciatic nerve was exposed with blunt dissection of the overlying muscle and tightly ligated with a 5.0 vicryl suture. The wound was closed with a surgical clip. For sham surgeries, the sciatic nerve was exposed but not ligated.

### Estrus cycle identification

The estrus cycle of female mice was assessed via vaginal lavage (20μl of sterile water) and subsequent examination of cells under a light microscope. Cells were then air-dried and stained with hematoxylin and eosin for more permanent records (see Supplementary Figure 6). Once the cycle of each individual mouse had been established, partial sciatic nerve ligations were performed on females in estrus. Cells were harvested eight days later, when the females were once again in estrus (usually confirmed by another vaginal lavage).

Estrus cycle identification was performed for the following experiments: RNA-seq of MACS-sorted DRG neurons after nerve injury (Fig. 1 and Supplementary Tables 3 and 4), qRT-PCR experiments on spinal cord microglia after injury (Fig. 2b, Supplementary Table 6), flow cytometry experiments on spinal cord microglia and peripheral immune cells (Figs 3, 4, Supplementary Figure 2).

### FACS-sorting of DRG neurons

AdvGFP mice were sacrificed with an overdose of pentobarbital, perfused with 10 ml of PBS, and trigeminal (n = 2) or lumbar DRG (L1-L5, bilaterally, n = 9) dissected. Male and female mice were processed in sex-matched batches, with two mice of each sex pooled into one biological replicate. For each experiment, cells from a non-transgenic control animal were used for compensation controls.

After dissection, the ganglia were incubated in 3 mg/ml dispase, 0.1% collagenase and 200 U/ml DNAase for 60 min, followed by gentle trituration in F12 medium. The resulting single cell suspension was stained with propidium iodide (PI) to identify dead cells.

Fluorescence-activated cell sorting (FACS) was performed using a BD FACS Aria II Cell Sorter at the NIHR BRC flow core facility at King’s College London. To isolate neurons, cells were gated on GFP+, PI− signal with the help of unstained and single-staining controls. Positive events were sorted directly into Qiagen RLT buffer and beta-mercaptoethanol and stored at −80 °C until the entirety of biological samples were collected. 

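Markers of satellite glial cells, which wrap the cell bodies of sensory neurons, included some of the most abundant transcripts of the neurons sorted by FACS. All 17 markers were expressed, with a median of 15.8 FPKM over the 22 libraries. The lipoprotein gene Apoe had a mean of 2876 FPKM and ranked 13 among the expressed genes, ranging from 520 to 5626 between libraries, and the fatty acid binding protein gene Fabp7 had 600 ± 280 (SD, n = 22). The glial potassium channel gene Kcnj10 had 6.19 FPKM and the transcription factor gene Sox10 had 4.67. Between the sexes, 14 of the 17 markers had a higher mean in females (median log2 fold change -0.23, camera adjusted p = 0.0600, and adjusted p = 0.669 with an estimated correlation), with Apoe at 2644 ± 1196 in males and 3108 ± 1479 in females (SD, n = 11, -0.15) and Fabp7 at 0.18. No marker passed over all genes (limma; 3 at an unadjusted p under 0.05), and 1, the glutamate transporter gene Slc1a3, was lower in males when adjusted over the list alone (2.49 and 5.16 FPKM, -0.84; named after its value was seen). The list passed with no expression filter (adjusted p = 0.0263), quantile normalization (0.0101), array quality weights (0.0277), RIN as a covariate (0.0175) or a pseudocount of 0.01 (0.0494). It also passed when male replicate 7, 8, 9 or 11 or female replicate 1, 3, 5, 9 or 11 was left out (adjusted p from 0.00674 to 0.0496). The mean log2(FPKM + 1) of the markers was 4.91 ± 0.311 in males and 5.16 ± 0.413 in females (SD, n = 11, permutation test, two-sided, p = 0.138). It was highest in female replicate 4 (6.07), without which the list had a median of -0.14 (adjusted p = 0.253), and without male replicate 4 the median was -0.13 (adjusted p = 0.188).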

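Markers of other cells were present in the naïve libraries at lower levels. The 10 markers of Schwann cells and myelin had a median of 7.90 FPKM and a median log2 fold change of -0.33 (camera adjusted p = 0.227), with the myelin gene Mbp at 143 FPKM in males and 288 in females (-0.59; 161 and -0.28 without female replicate 4, at 1559) and Pmp22 at -0.18. Of the fibroblast markers 6 were expressed and all had a higher mean in females (median -0.40, adjusted p = 0.0869), among them Dcn (9.69 and 41.2, -1.09; 17.6 and -0.71 without female replicate 4, at 277). All 5 expressed markers of endothelial and mural cells also had a higher mean log2(FPKM + 1) in females (median -0.44, adjusted p = 0.0849). In mean FPKM, Rgs5 was higher in males (2.74 in males and 2.56 in females, with male replicate 7 at 22.3). Of the 15 markers of macrophages and monocytes 4 were expressed, with a median log2 fold change of -0.06 (adjusted p = 0.971), led by Aif1 (0.16), and of the 15 of lymphocytes and neutrophils 4 (median 0.01, adjusted p = 0.432). No gene of these 5 lists passed, over all genes or adjusted over the list alone (limma; 1, 1, 1, 0 and 0 at an unadjusted p under 0.05). With RIN as a covariate the lists of Schwann cells, fibroblasts and endothelial cells passed (adjusted p = 0.0322 each), and the last passed with no expression filter (0.0199). In fits chosen after the data were seen, these lists passed without the 4 libraries whose trunk Hox genes were near 0 (0.0447, 0.0481 and 0.0481), and fibroblasts passed without male replicates 3 and 11 (0.0381). Fibroblast markers passed without male replicate 11 (median -0.52, adjusted p = 0.0219) or female replicate 11 (-0.46, 0.0293), and endothelial and mural markers without female replicate 9 (-0.49, 0.0472). Without female replicate 4, which also had the highest summed FPKM of globin genes (70.5, against at most 28.9 in the other naïve libraries), the medians were -0.09 for Schwann cells (adjusted p = 0.959), -0.15 for fibroblasts (0.445) and -0.33 for endothelial and mural cells (0.291). With an estimated correlation the adjusted p of these 3 lists over all libraries was 0.776, 0.669 and 0.669. Among neurons, all 14 markers of large-diameter neurons had a lower mean in males (median -0.29, camera adjusted p = 0.0461, and adjusted p = 0.669 with an estimated correlation), for example the lactate dehydrogenase gene Ldhb (-0.35) and the neurofilament gene Nefm (588 and 707, -0.31). Pan-neuronal genes (13 expressed, 8 with a higher mean in males and 5 in females, median 0.17, adjusted p = 0.0600), led by Sncg (0.24), the neurofilament gene Nefl (-0.37) and Stmn2 (0.39), and markers of small-diameter neurons (15 expressed, median -0.11 against a mean of 0.01, adjusted p = 0.227) did not pass as lists. No gene of the 3 neuronal lists passed, over all genes or adjusted over the list alone (limma; 2 of each list at an unadjusted p under 0.05). With RIN as a covariate the pan-neuronal list passed (adjusted p = 0.0197), as did the small-diameter list (median 0.10, adjusted p = 0.0322). The pan-neuronal list also passed with a pseudocount of 0.01 (adjusted p = 0.0494) and without male replicate 7 (0.0496), male replicate 8 (0.04996), male replicate 11 (0.0246) or female replicate 11 (0.0293), and the small-diameter list without male replicate 11 (median 0.15, adjusted p = 0.0219). Their adjusted p over all libraries was 0.18 and 0.705 with an estimated correlation. The large-diameter list did not pass with RIN as a covariate (adjusted p = 0.378), a satellite glial covariate (0.358), array quality weights (0.279) or no intensity trend (0.0531). It did not pass when male replicate 3, 4, 5, 7, 8 or 9 or female replicate 1, 2, 4, 6, 7, 8 or 10 was left out (adjusted p from 0.0519 to 0.153). Its median was -0.44 without male replicate 11, -0.43 without female replicate 3 and -0.19 without male replicate 5.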

Note that this method will result in satellite glial cell contamination, with approximately 50% of neurons remaining attached to their satellite glial cells after purification as measured by immunofluorescent staining (Supplementary Figure 7).

### MACS-sorting of DRG neurons

Eight days after nerve injury or sham surgery, C57BL/6J mice were sacrificed with an overdose of pentobarbital and perfused with 10 ml of PBS. Lumbar DRG (L3-L5) ipsilateral to the nerve ligation or sham injury were dissected, and a single cell suspension created as described above (‘FACS-sorting of DRG neurons’). Two mice per sex (or 6 DRG) were pooled into a single biological replicate, in sex controlled batches (n = 2 per batch).

For magnetic sorting, we used a Miltenyi Neuronal Isolation kit (cat. #130-098-752). Briefly, triturated cells were filtered through a 70 micron mesh and incubated in primary antibody cocktail (diluted 1:5 in MACS buffer) for 5 min at 4 °C. This was followed by a wash in MACS buffer and incubation with magnetic anti-Biotin beads for 10 min at 4 °C. The resulting solution was then run through Miltenyi LS columns following manufacturer’s instructions. Purified cells were collected by centrifugation and resuspended in Qiagen RLT buffer and beta-mercaptoethanol and stored at −80 °C until all biological samples were collected. Note that this method, despite PBS perfusion, will result in some erythrocyte contamination and only isolates small diameter nociceptive C fibres. In contrast to FACS sorting, the neurons are however free of satellite glial cell contamination^8^.

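Erythroid transcripts were abundant in the neurons purified by MACS after SNL. All 8 erythroid markers in the table were expressed, with a median of 170 FPKM, and the beta-globin gene Hbb-bs had a mean of 2884 FPKM, with a range of 194 to 8487 over the 6 libraries. The globin genes took 0.384%, 0.279% and 2.90% of all FPKM in male replicates 1, 2 and 3, and 0.0932%, 1.43% and 1.16% in female replicates 1, 2 and 3. All 8 had a higher mean in males (median log2 fold change 0.30, camera adjusted p = 0.258), for example Hba-a1 (0.36), and none passed (limma; none when adjusted over the list alone, 0 at an unadjusted p under 0.05). The erythroid list passed without female replicate 2 (median 1.00, adjusted p = 0.00708), while its median was -0.58 without male replicate 3 and -0.72 without female replicate 1, and its adjusted p over all libraries was 0.778 with an estimated correlation. Markers of small-diameter neurons were expressed throughout (15 of 15, median 143 FPKM, median log2 fold change -0.03, camera adjusted p = 0.677), with tyrosine hydroxylase (Th) at 484 ± 132 in males and 375 ± 169 in females (SD, n = 3, 0.42) and the purinergic receptor gene P2rx3 at 160 and 172 (-0.08). None of them passed over all genes, and 1 did when adjusted over the list alone. Of the markers of large-diameter neurons 13 were expressed, at a median of 8.31 FPKM over all 14 (median log2 fold change -0.14, camera adjusted p = 0.302), with parvalbumin (Pvalb) at 1.99 FPKM and the neurofilament gene Nefh at 44.1. In the separately normalized table of naïve neurons, Pvalb had 45.7 FPKM and Nefh 124. No large-diameter or pan-neuronal gene passed (limma; none when adjusted over the list alone, 2 and 0 at an unadjusted p under 0.05), and the 13 pan-neuronal genes had a median log2 fold change of 0.05 against a mean of -0.01 (camera adjusted p = 0.623).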

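Most satellite glial markers were low or listed at 0 in the neurons purified by MACS. Of 17 markers, 5 were expressed and 11 had a mean under 1 FPKM, with a median of 0.258. Apoe ranged from 0.361 to 3.86 FPKM, Kcnj10 had a mean of 0.00921, and Sox2 was listed at 0 in every library. The 3 highest were genes that other cells also use, namely Hmgcs1 of sterol synthesis (337 FPKM), the acyl-CoA binding protein gene Dbi (106) and glutamine synthetase (Glul, 55.3). The 5 expressed markers had a median log2 fold change of -0.16 (camera adjusted p = 0.745) with Hmgcs1 at 0.42, and none passed (limma; none when adjusted over the list alone, 0 at an unadjusted p under 0.05). Of the markers of Schwann cells and myelin 6 were expressed (median log2 fold change 0.45, camera adjusted p = 0.258), with Pmp22 at 1946 FPKM in males and 1455 in females (0.46, and 0.15 without male replicate 1) and Mbp at 0.68 (-0.13 without male replicate 3), and none passed (limma; none when adjusted over the list alone, 0 at an unadjusted p under 0.05). Of the lymphocyte and neutrophil markers 5 were expressed (median log2 fold change -0.38, camera adjusted p = 0.623), among them the immunoglobulin gene Ighm (9.32 and 12.6, -0.43) and the T cell receptor gene Trac, and none passed (limma; none when adjusted over the list alone, 1 at an unadjusted p under 0.05). No macrophage or monocyte marker was expressed, with Aif1 at 0.621 FPKM, and the fibroblast and endothelial lists had fewer than 3 expressed members and were not tested, with Dcn at 17.4 FPKM and the pericyte gene Rgs5 at 27.2.

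**Figure D4:**
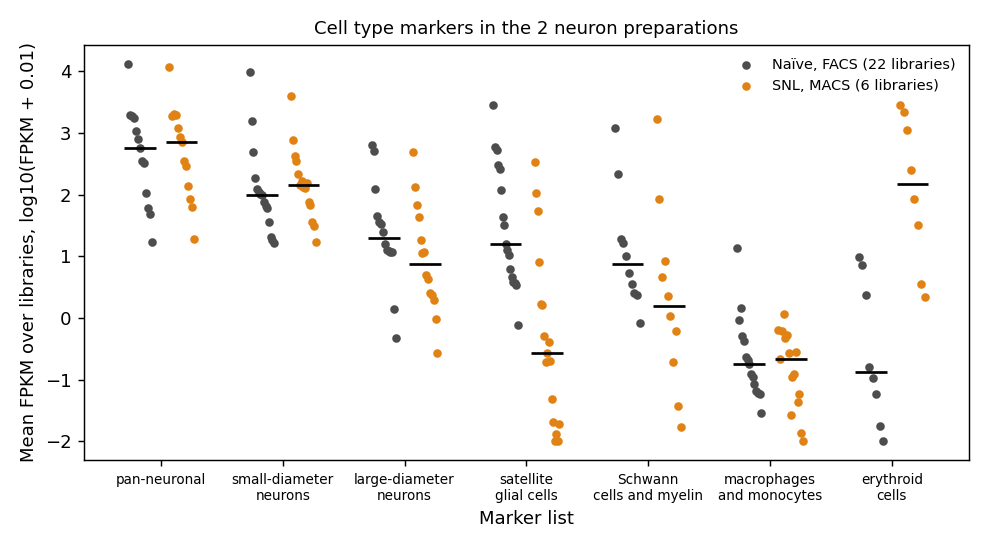
Mean FPKM of each gene of 7 marker lists, on the scale log10(FPKM + 0.01), over 22 naïve libraries sorted by FACS and 6 libraries purified by MACS after SNL; bars are medians of each list. The tables of the 2 experiments were normalized separately. Satellite glial markers have a median of 0.258 FPKM after MACS, and erythroid markers one of 170 FPKM.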

### Microglial isolation

This protocol has been described previously^12,17^. Briefly, C57BL/6 J mice were sacrificed with an overdose of pentobarbital and perfused with 5 ml of PBS. Experiments were performed either eight days after nerve injury (Fig. 2b, Supplementary Figure 4B) or in a naïve state (Supplementary Figure 4A). Spinal cords were extracted using hydroextrusion and lumbar ipsilateral segments were isolated: the lumbar enlargement was identified visually, and the location of L5-L3 segments thus estimated and isolated using a fresh razor blade. Ipsilateral halves were obtained by dividing the segments in the middle of the dorsal horns, which are clearly visible as darker lines in the lighter, cream coloured cord. Mice were processed in sex matched batches. Once dissected, the tissue was dounce homogenized in mFACS buffer (HBSS with 0.4% BSA, 15 mM HEPES and 2 mM EDTA), spun down and resuspended in 70% Percoll, overlaid by a 37% Percoll solution. The gradient is spun for 30 min at 17 °C, after which cells are collected by two further centrifugation steps in HBSS and 0.2% BSA and resuspended in RNA lysis buffer (Qiagen RLT buffer and beta-mercaptoethanol) or mFACS buffer depending on the follow-up experiment.

### Peripheral immune cell extraction

Eight or 28 days after nerve injury, C57BL/6J mice were sacrificed with an overdose of pentobarbital and perfused with 10 ml of PBS. Ipsilateral lumbar DRG (L3-L5) were dissected into HBSS and incubated for 60 min at 37 C in 3 mg/ml dispase, 0.1% collagenase and 200 U/ml DNAase. The digestion solution was removed & replaced with 200 µl of mFACS buffer (see section on “Microglial isolation”). A single cell suspension of immune cells was then obtained by repeatedly triturating the ganglia with a P1000 pipette tip. Staining was carried out as described below.

### RNA extraction

Once all samples were collected for a given experiment, RNA extractions were performed in a single, sex-matched batch using a Qiagen RNeasy micokit, following manufacturer’s protocols with some minor modifications. 

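RNA integrity, scored by RIN from the profile of ribosomal RNA, was lower in male than in female libraries of naïve neurons. It was 7.75 ± 1.48 (SD, n = 10) in males, ranging from 5.2 to 9.5, and 8.85 ± 0.668 (SD, n = 11) in females, ranging from 7.7 to 9.9 (permutation test, two-sided, p = 0.0358). Male replicate 8 has no RIN value. After SNL it was 7.47 ± 1.45 (SD, n = 3) in males and 8.20 ± 0.854 (SD, n = 3) in females (exact permutation test, two-sided, p = 0.7), a design in which p cannot go below 0.1. Over both experiments together the difference was -1.03 (n = 13 and 14, permutation test, two-sided, p = 0.0239). The 2 naïve libraries with the lowest values were male replicate 3 (5.2) and male replicate 7 (5.5), and after SNL male replicate 3 had 5.8.

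**Figure D5:**
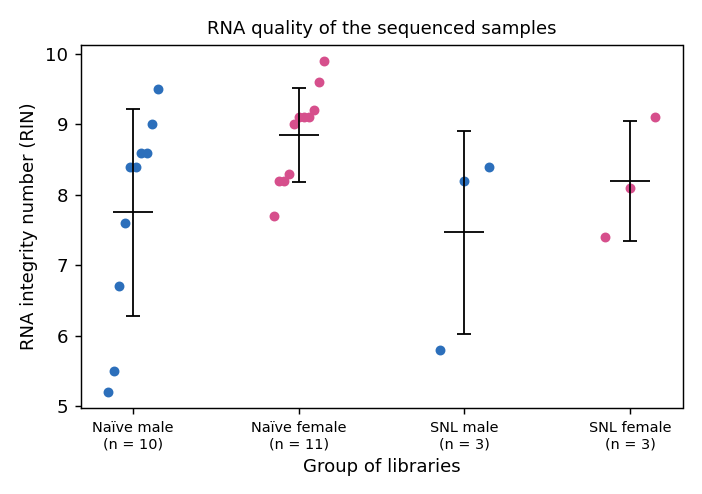
RIN of each library by sex and experiment, with the mean and SD of each group (n = 10, 11, 3 and 3). Naïve male libraries reach down to 5.2 and naïve female libraries to 7.7.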

RNA quality was assessed using an Agilent Bioanalyser PicoChiP (for RIN values of sequencing samples see Supplementary Table 8).

### Flow cytometry of spinal cord and peripheral immune cells

Immune cells were stained with Live/Dead fixable yellow dye (L-34959, Life Technologies) in HBSS for 15 min, followed by Fc block (purified anti-mouse CD16/32, Cambridge Bioscience, 101302, 1:20) and a cocktail of directly conjugated antibodies (1:300) from Biolegend for 15 min. A variety of different panels were used, e.g. CD45-FITC (103108), CD11b-APC (101212), Ly6G-PacBlue (127612), βTCR-PE (109208), CD19-BrilliantViolet605 (115540), CD4-APC/Cy7 (100526) and CD8a-PE/Cy7 (100722) for spinal cord immune cells or CD45-FITC (103108), CD11b-APC-Cy7 (101225), Ly6G-PacBlue (127612), CD11c-PercP/Cy5.5 (117328), Ly6C-PE (128007), F4/80-APC (123116), βTCR-PE/Cy7 (109222) and CD19- BrilliantViolet605 (115540) for peripheral immune cells. After fixation in 4% PFA for 5 min and resuspension in mFACS buffer, flow cytometry was performed on 200 μl of each cell solution using a BD SORP Fortessa at the NIHR BRC flow core facility at King’s College London. Unstained cells, cells stained with viability dye only and controls beads (BD Bioscience Comp beads, rat and hamster, cat. # 552845) stained with each antibody on its own were used for compensation. FlowJo was used to analyse the data. Basic gating for all events was as follows: all cells based on forward (FSC) and side scatter (SSC); single cells based on SSC area and width; live cells based on FSC and viability dye and finally FSC and CD45 for all immune cells. For quantification, all gates were kept constant between conditions.

### Proliferation assay

To assess microglial proliferation after nerve injury, we used a Click-iT™ EdU Alexa Fluor 488 Flow Cytometry Assay Kit (C10424, ThermoFisher Scientific). SNL or sham injured mice received daily 5-ethynyl-2′-deoxyuridine (EdU) injections (0.05 mg/ml injected in 400 μl *i.p*.) from the day of surgery until one day before their sacrifice on day 7. Mice were processed in sex and injury-matched batches: one SNL male, one SNL female, one sham male and one sham female per day. A completely naïve mouse and a naïve mouse that had also received daily EdU injections were used to generate unstained and FMO controls, respectively. Spinal cord immune cells were isolated with a Percoll gradient as described under “Microglial isolation” and labelled with CD45-PE, CD11b-BUV737 and Live/Dead fixable Near-IR dye (L-34976, Life Technologies) as above. Subsequently, the cells were fixed, permeabilized and stained for EdU according to the kit instructions. Flow cytometry data were collected and analysed as described above.

### qRT-PCR

After microglial extraction, RNA was amplified and converted to cDNA using a QIAGEN Repli-G single cell WTA kit according to manufacturer’s instructions. After quantification with a Qubit ssDNA assay kit, 6 ng/μl of cDNA were loaded onto Taqman microfluidic array cards or used in regular SYBR Green qRT-PCR reactions. The ddCT method was used for analysis, using various different housekeeping genes: *Gapdh*, *B2m* and *18s* in the case of spinal cord immune cells; *Gapdh*, *Ywhaz* and *18s* in the case of sensory neurons. See Supplementary Tables 5–7 for probe IDs, primer sequences, data and analyses.

### Sequencing

RNA was sent for batch-controlled library preparation (SMARTer Ultra Low Input HV kit, 634820, Clontech) and sequencing at the High-Throughput Genomics Group at the Wellcome Trust Centre for Human Genetics at Oxford University. After amplification, samples were multiplexed in replicate flow cells on an Illumina HiSeq4000 platform to yield 75 bp reads of at least 25M read depth.

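Of the 28 libraries in Supplementary Table 8, naïve female replicate 6 had the fewest input reads and male replicate 1 after SNL had the most.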

For analysis, fastq files were aligned to the mouse genome (mm10 assembly) using STAR (with–outFilterMultimapNmax 1)^18^. The resulting bam files were merged across lanes if necessary using samtools. A median of 85.6% reads could be uniquely mapped (see Supplementary Table 8 for alignment percentages for each sample). 

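The median uniquely mapped share over the 28 libraries was 85.6%. In naïve neurons it was 84.7 ± 1.99% in males and 84.4 ± 3.29% in females (SD, n = 11, permutation test, two-sided, p = 0.810). After SNL it was 86.2 ± 5.32% in males and 85.4 ± 4.02% in females (SD, n = 3, exact permutation test, two-sided, p = 1). Ribosomal protein genes have many near-identical pseudogenes, and only uniquely mapped reads were kept, so the values of such genes are uncertain.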

Expression level (fragments per kilobase of transcript per million mapped reads, FPKM) was determined using Cufflinks^19^ run on the Galaxy Freiburg server (including fragment bias, length and multi-read corrections). FPKM>= 1 was deemed to be an appropriate expression threshold for both FACS and MACS sorted datasets. 

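An FPKM of at least 1 was reached by 10481 to 11503 genes in a naïve male library (median 11084) and by 11021 to 12244 in a naïve female library (median 11378). After SNL the range was 10416 to 11184 genes in males and 10798 to 11321 in females. Around this threshold lie some of the genes that separate the sexes, for example Xist and Tsix in naïve females and Kdm5d in males.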

For differential expression analysis, reads were counted using htseq^20^ on the Galaxy Freiburg server (mode: union), and DESeq2^21^ was run on R using standard parameters.

Sequencing data and supplementary files are accessible on GEO (GSE100035).

## Electronic supplementary material

Supplementary Information

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Supplementary Dataset 7

Supplementary Dataset 8

# Supplementary material for: Sex differences in peripheral not central immune responses to pain-inducing injury
**Source:** Sci Rep. 2017 Nov 28;7:16460. doi: 10.1038/s41598-017-16664-z
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

Sex differences in peripheral not central immune responses to pain-inducing injury

Douglas M. Lopes^{1*}, Natalia Malek^{1, 2*}, Michelle Edye¹, Sara Buskbjerg Jager³, Sheridan McMurray¹, Stephen B. McMahon¹, Franziska Denk¹

¹King's College London, London, United Kingdom; ²Polish Academy of Sciences, Krakow, Poland; ³Department of Biomedicine, Aarhus University, Aarhus, Denmark. * these authors have contributed equally to this work.

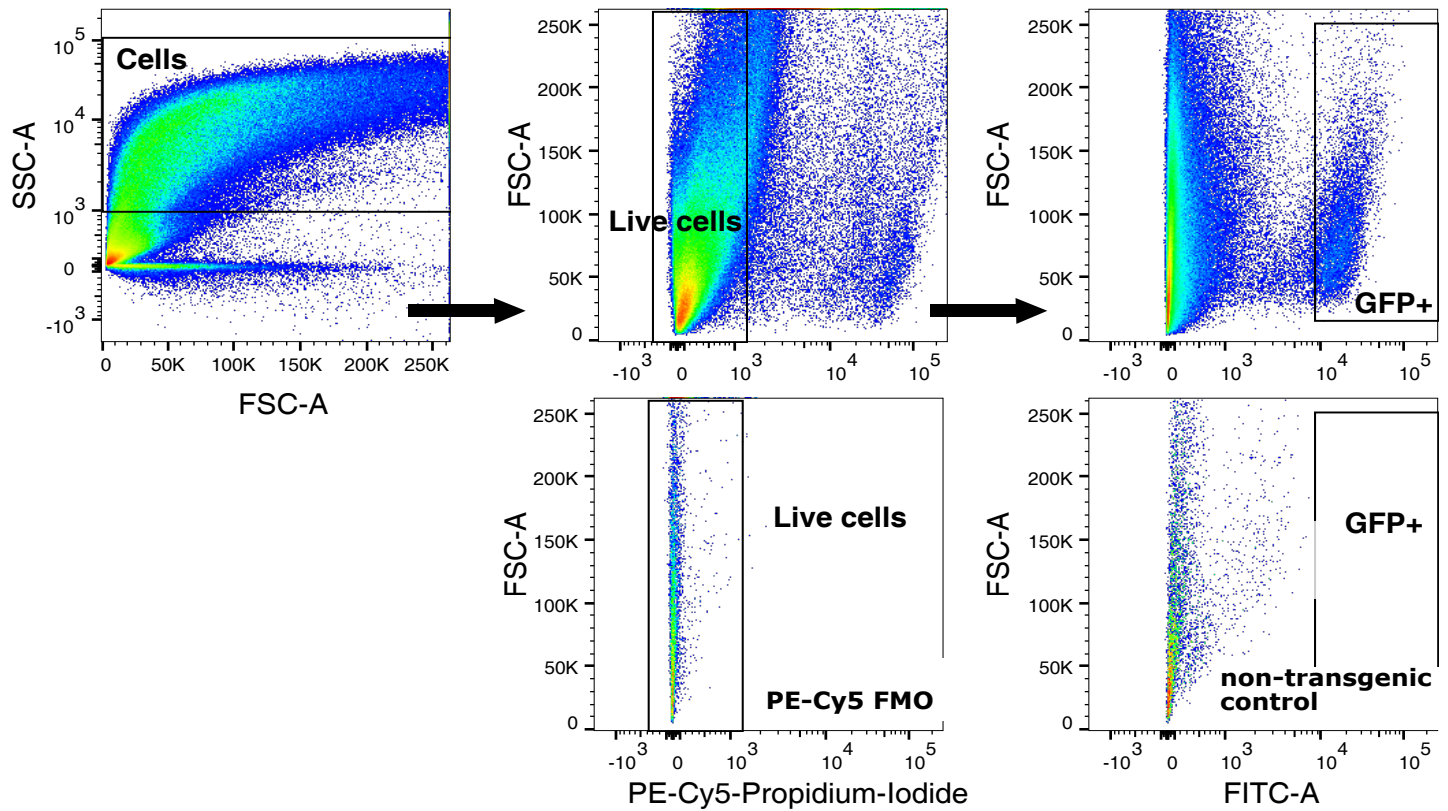

Suppl. Figure 1: Gating strategy for FACS of sensory neurons.

Neurons from AdvGFP positive mice were isolated using FACS by gating on live cells using propidium iodide (PI) and GFP positive cells. Cells from a non-transgenic littermate were used as an unstained control, and omission of PI was included as a fluorescence minus one (FMO) control for the live/dead stain. Mice were processed in gender-matched batches, and lumbar DRG from two mice were pooled into each n for a total of 11 biological replicates.

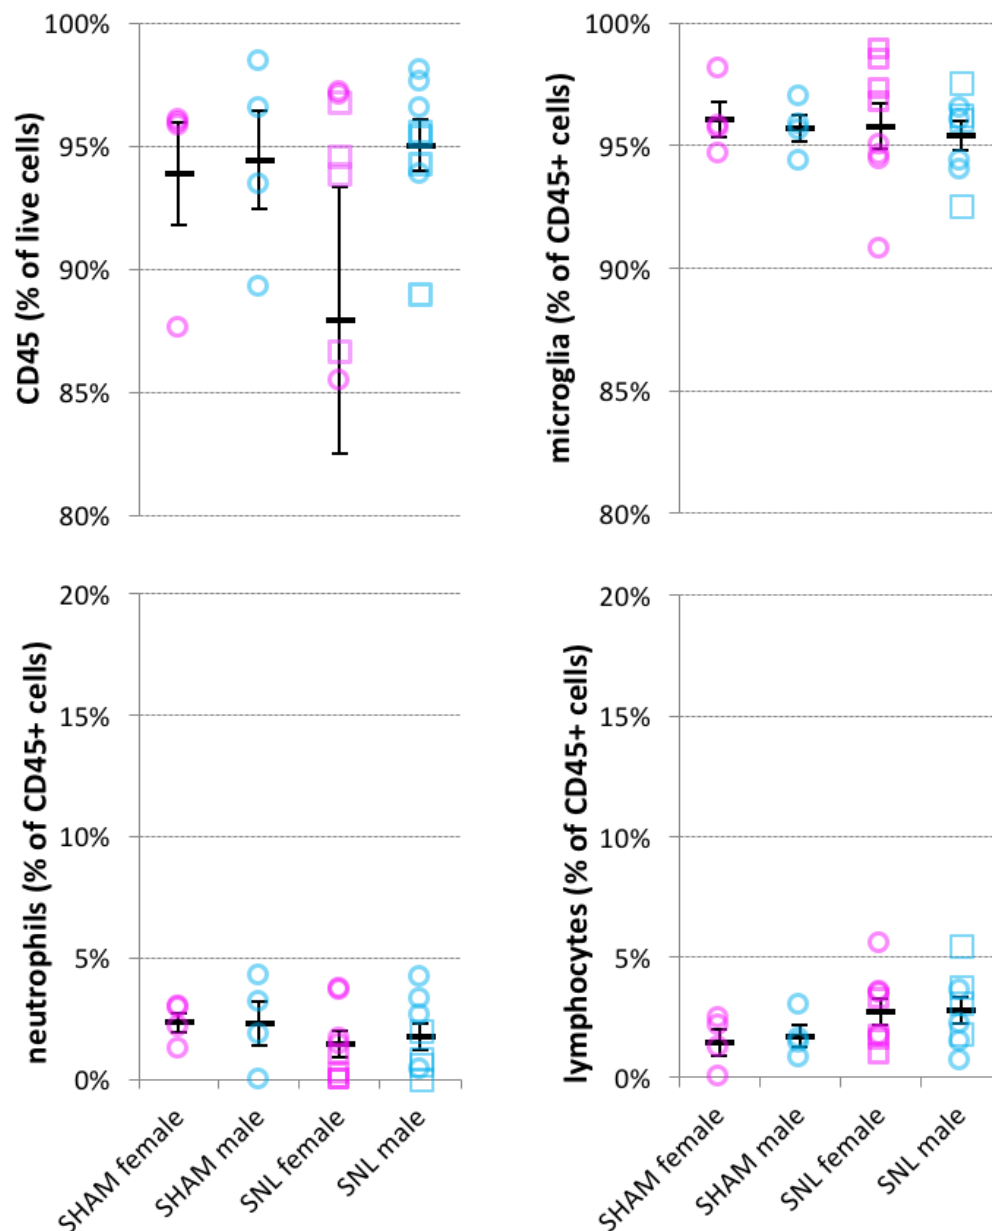

Suppl. Figure 2: Flow cytometry analysis of mouse spinal cord 24 days after SNL reveals very few immune cells besides microglia and no obvious sex differences.

Quantification of flow cytometry data obtained 24 days after SNL or sham surgery. Plotted is the percentage of CD45+ amongst all live cells and the percentage of microglia, neutrophils and lymphocytes amongst CD45+ immune cells. Each pink dot represents a female mouse, while each blue dot represents a male mouse from two independent experiments displayed as circles (n = 4) and squares (n = 4). Black bars are means + SE. No significant differences were found between male and female mice.

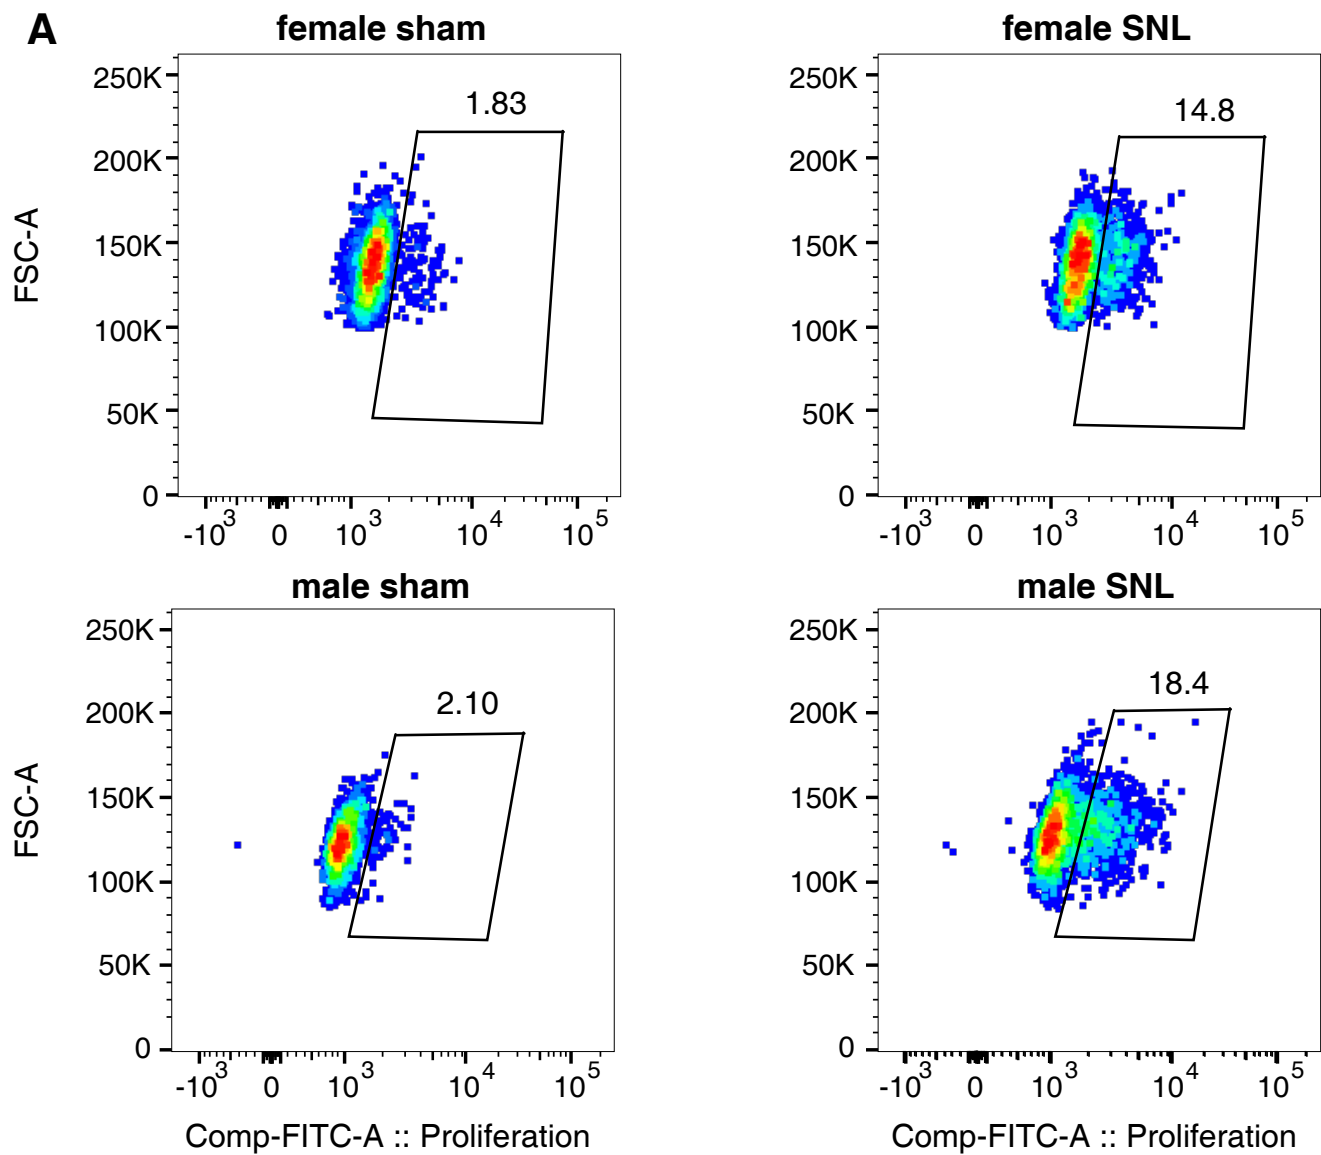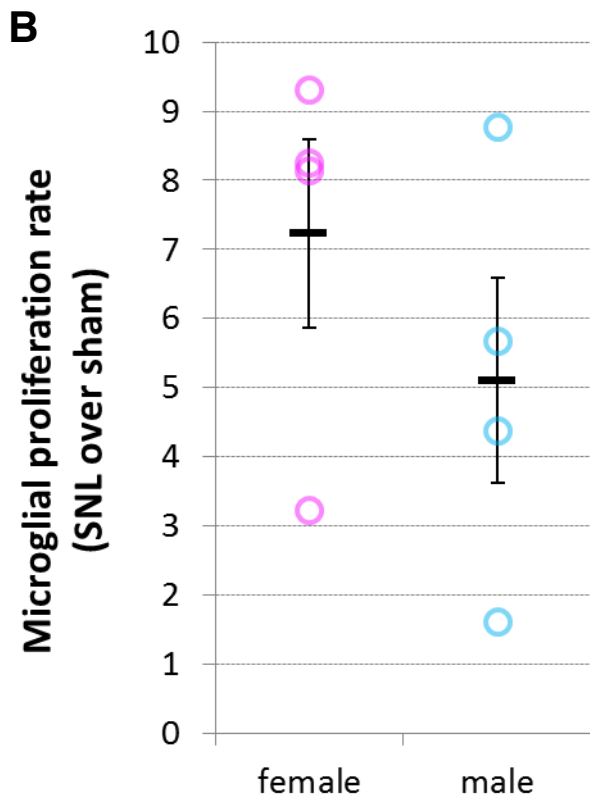

Suppl. Figure 3: Flow cytometry analysis of mouse spinal cord 7 days after SNL reveals an equivalent degree of microglial proliferation in male and female mice.

(A) Representative flow cytometry plots of Percoll isolated spinal cord microglia gated on CD45+/CD11b++ live singlets. Significant proliferation, as measured by Edu incorporation, could be observed after nerve injury.

(B) Quantification of flow cytometry data obtained 7 days after SNL or sham surgery. Plotted is the ratio of proliferation comparing SNL over sham animals. Each dot represents a replicate pair (i.e. one SNL mouse vs its sham control, $n = 4$). Black bars are means + SE. No significant differences were found between male and female mice.

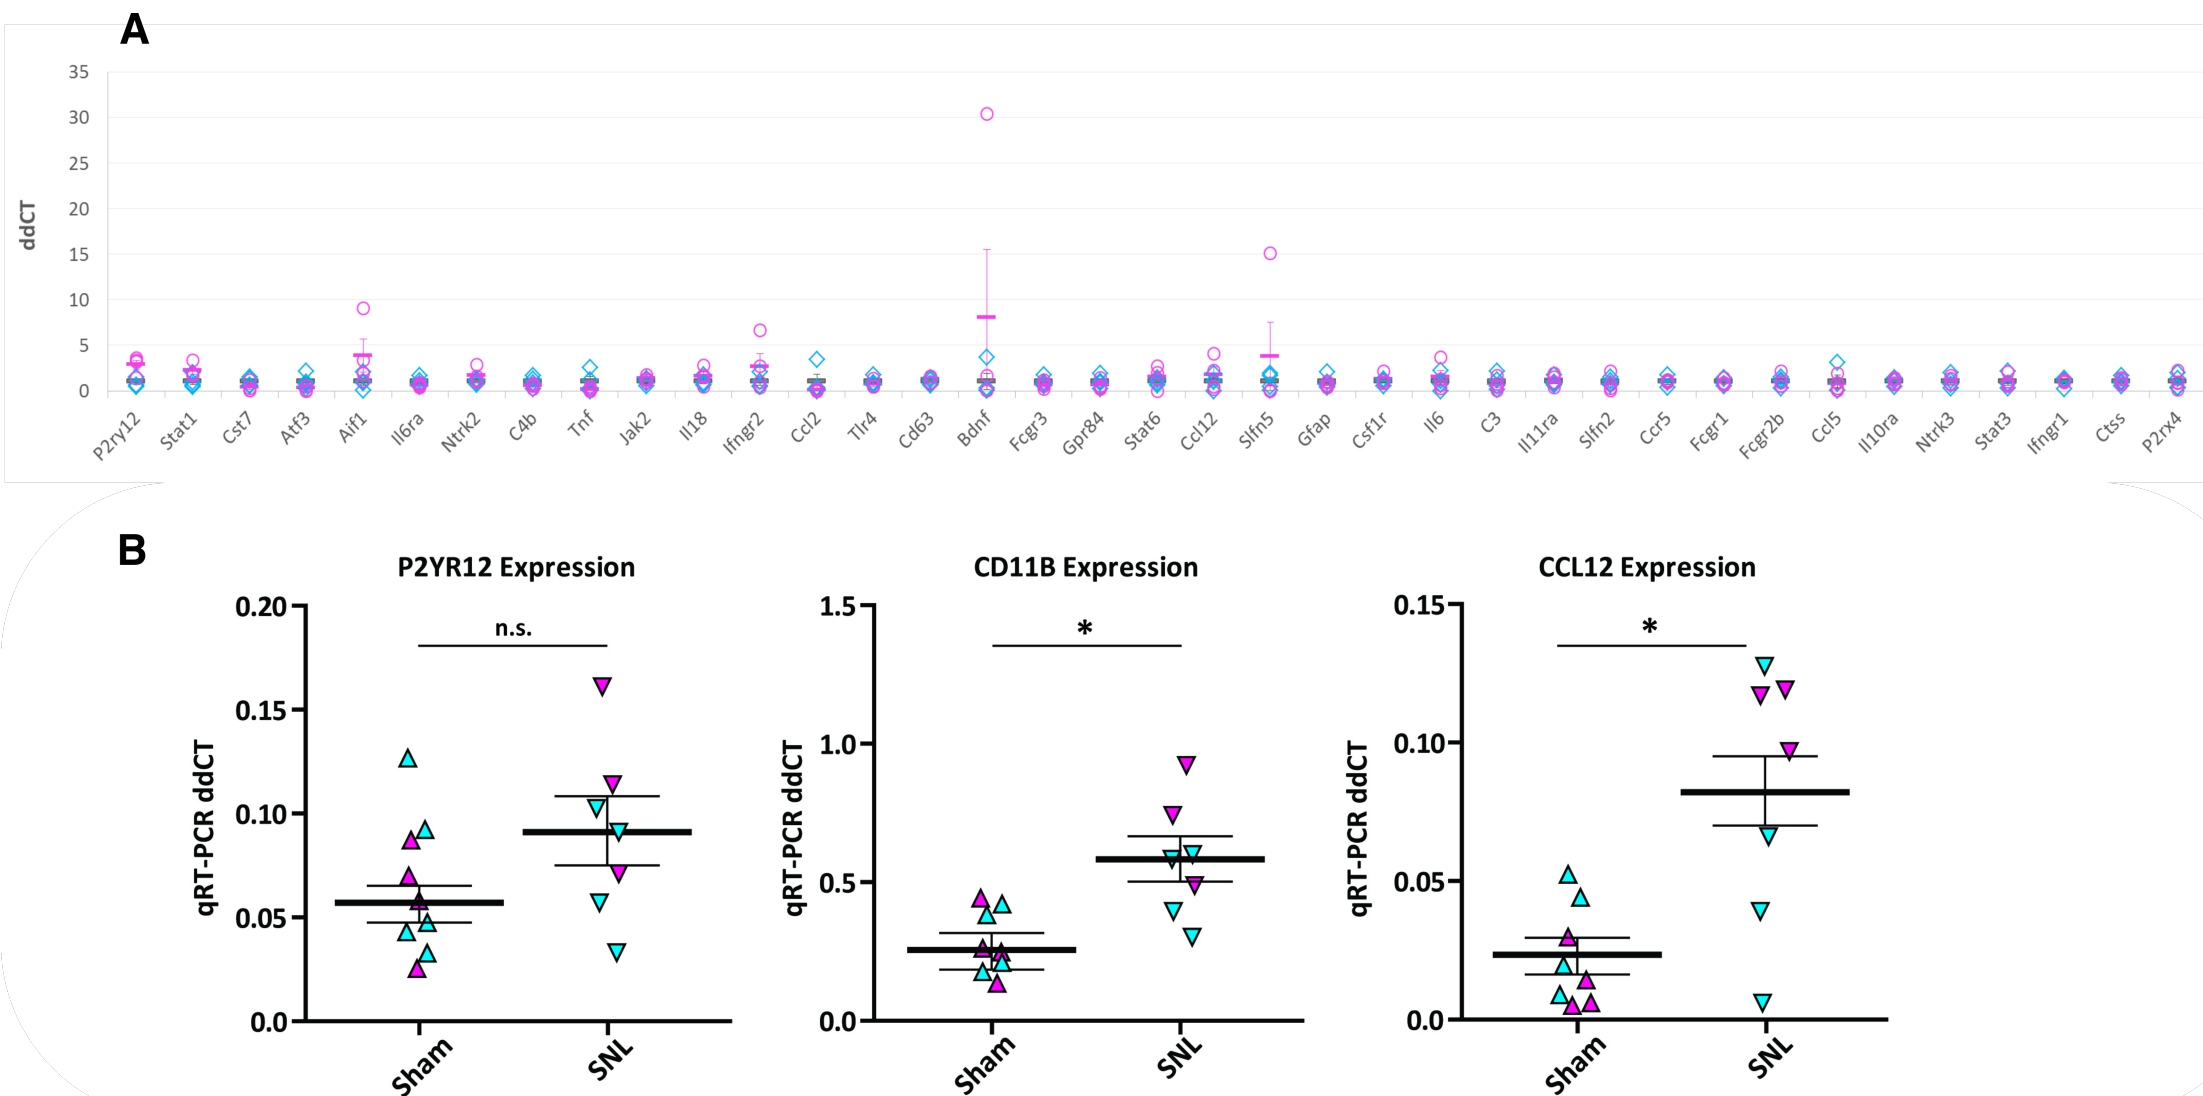

Suppl. Figure 4: qRT-PCR reveals no sex differences in naive microglia (A) and equivalent regulation of microglial genes after injury (B)

(A) Immune cells (98% microglia) were isolated with a Percoll gradient from the ipsilateral lumbar spinal cord of naive mice. A panel of genes related to microglial activation and nociception were tested for their expression levels using qRT-PCR. No significant differences emerged between male and female mice after multiple comparison corrections ($p < 0.05$, $n = 4$). Displayed are individual ddCT values for each biological replicate (blue for males, pink for females), as well as group means and standard errors (grey for males, pink for females).

(B) After SNL, both male and female mice showed equivalent levels of gene regulation, as measured by a few exemplary genes. Thus, as expected from RNA-seq data (12,15), *Ccl12* and *Cd11b* mRNA was upregulated, while *mP2RY12* RNA was unchanged. ANOVAs with *sex* and *injury* as independent variables revealed a significant difference between sham and SNL groups, but not male and female mice: main effect of *injury* (*Ccl12*: $p = 0.034$, *Cd11b*: $p = 0.049$), but no main effect of *sex* and no interaction between *sex* and *injury*.

A- male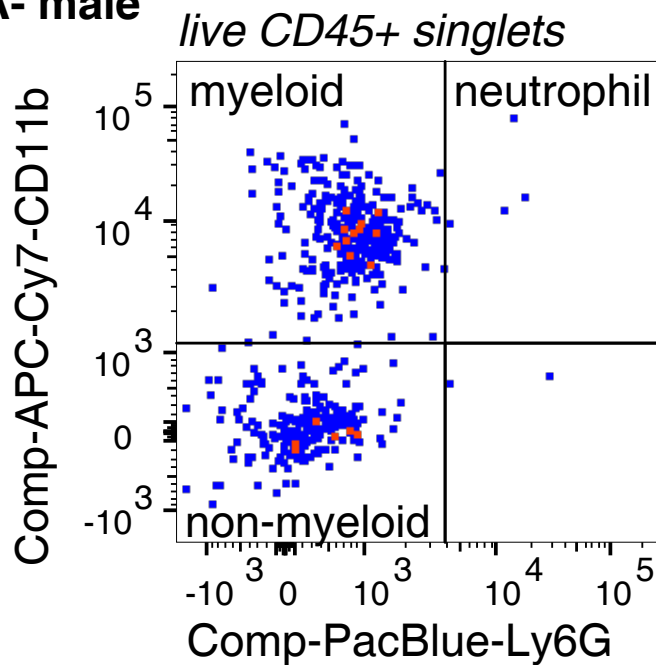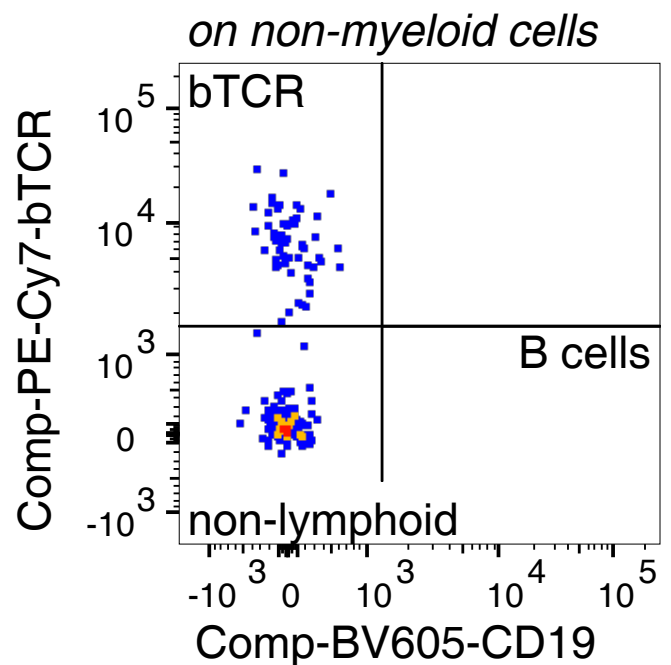**B- female**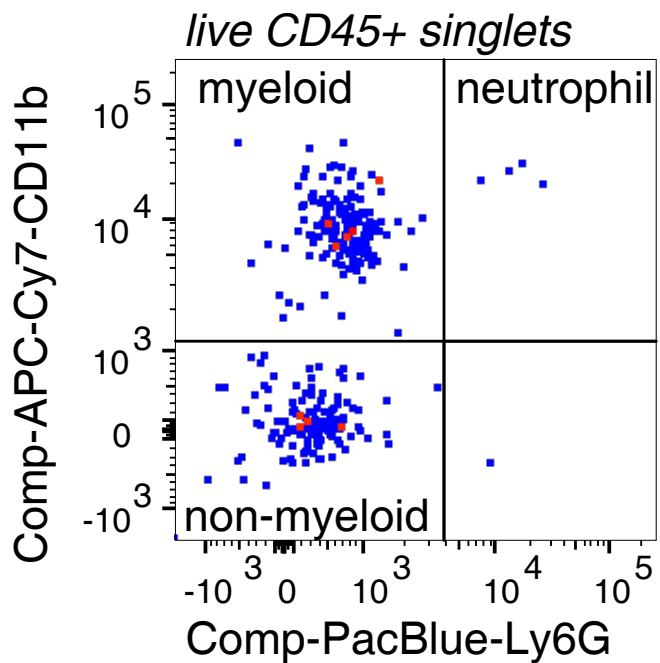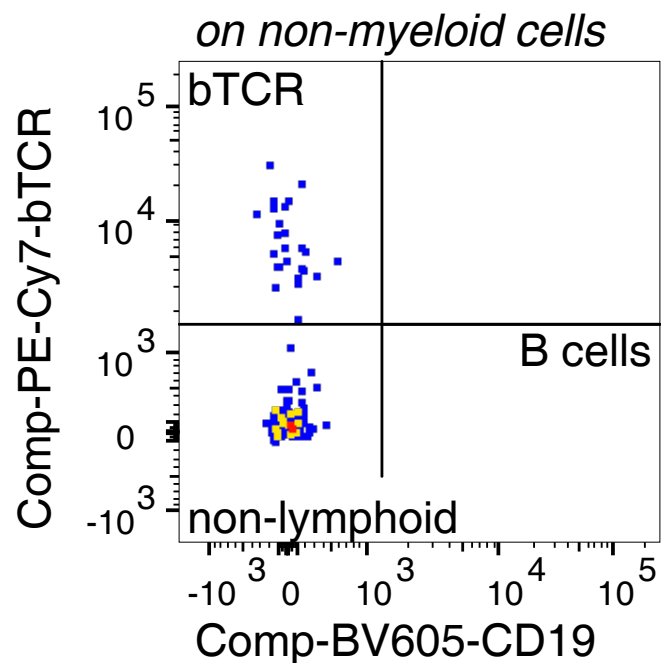**Suppl. Figure 5: Main immune cell populations identified in naive DRG**

Three main immune cell populations were identified in naive mouse DRG via flow cytometry: myeloid cells (95%-98% of which were macrophages), β TCR-positive T cells and a non-lymphoid population - possibly consisting of CD11b and CD11c negative dendritic cells. We observed no CD11C+ dendritic cells or B cells, and minimal numbers of monocytes and neutrophils. There was no obvious difference in immune cell number between male and female DRG. Shown here are representative flow cytometry plots of data derived from three separate DRG pools obtained from one male and one female mouse.

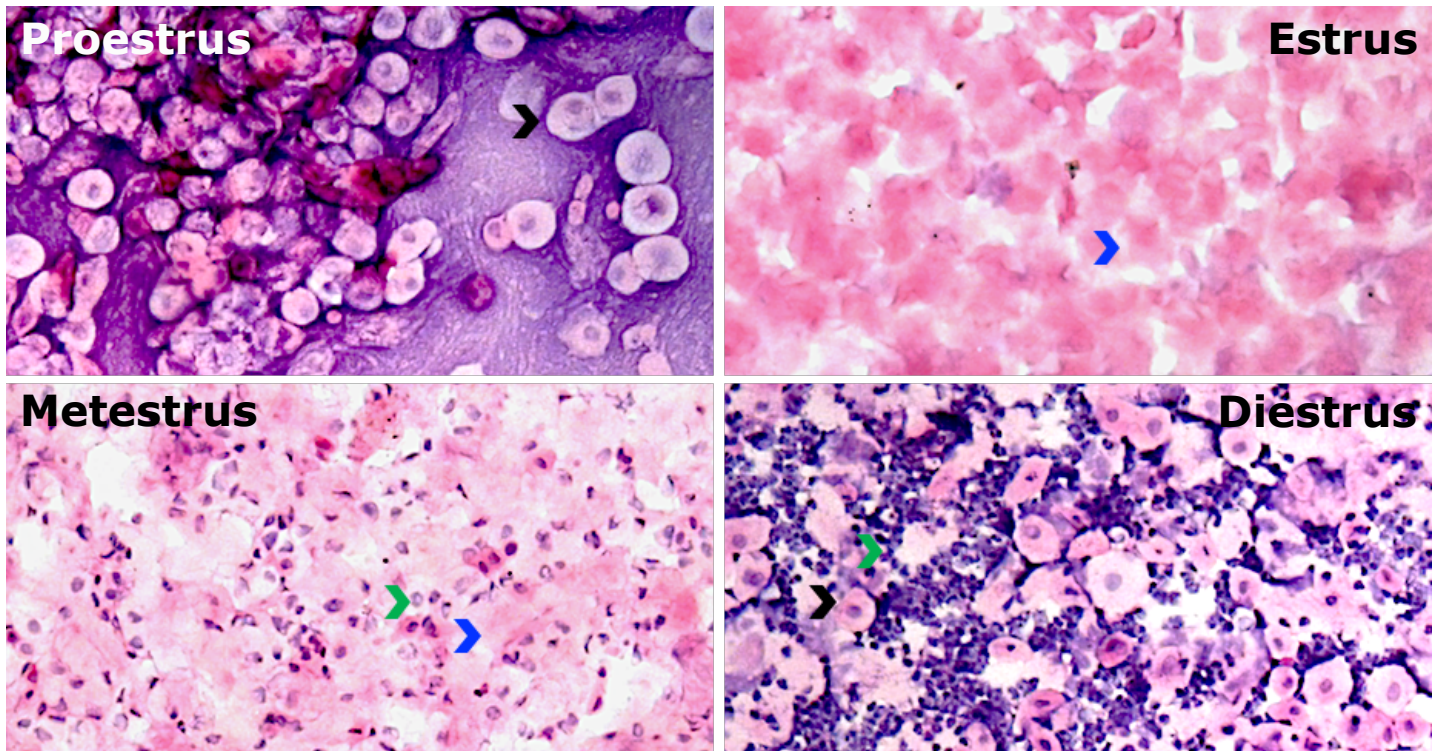

Suppl. Figure 6: Identification of mouse estrus cycle.

Cell types contained in the vaginal lavage were assessed under a light microscope in order to ascertain the estrus cycle stage which was characterized by the presence or absence of leukocytes and nucleated epithelial or cornified epithelial cells. Shown here are lavage samples that were subsequently air-dried and stained with hematoxylin and eosin. Proestrus shows a predominance of nucleated epithelial cells (black arrow head), while estrus consists mainly of cornified epithelial cells (blue arrow head). Metestrus and diestrus both show a predominance of leukocytes (green arrow head) and can be additionally differentiated by the presence of cornified and nucleated epithelial cells in metestrus and diestrus respectively (Caligioni, 2009; Byers et al. 2012). Representative pictures taken under 10x magnification on a light microscope.

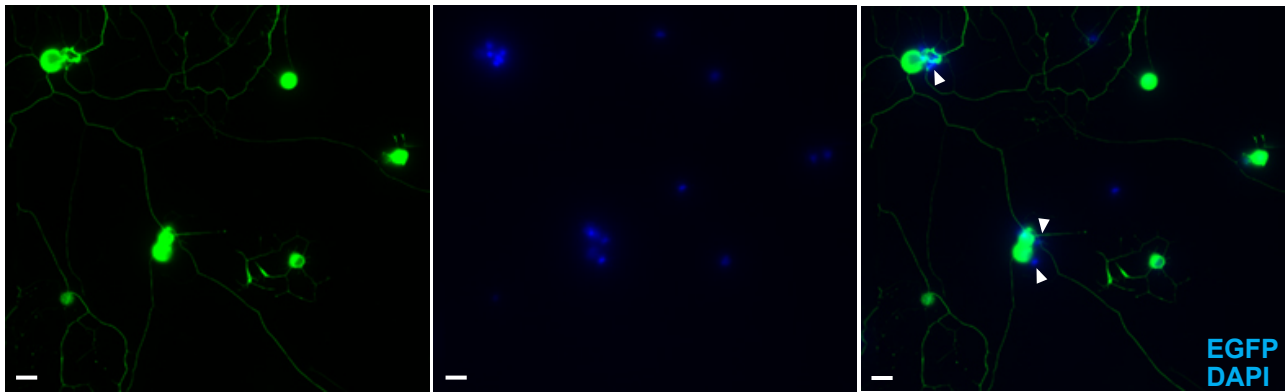

Suppl. Figure 7: Cultured DRG neurons after fluorescence-activated cell sorting (FACS).

Primary neurons derived from Advillin-EGFP mice were cultured for 48h after being sorted. On average, around 50% of neurons presented with satellite cells attached to them (nuclei marked by white arrows). Scale bars: 20 μ m.

How the deposited data were processed for this re-analysis (not part of the article)

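Tables of expression values and tables of the authors' own comparisons were used. RNA-seq of purified mouse sensory neurons was done in 11 male and 11 female naïve libraries sorted by FACS and in 3 male and 3 female libraries purified by MACS on day 8 after SNL, with 2 mice pooled per library. Sex, experiment and replicate number were taken from the sample labels, and RIN and read numbers from the paper's Supplementary Table 8.

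The authors aligned the reads to mm10 with STAR (outFilterMultimapNmax 1), merged lanes with SAMtools and computed the deposited FPKM with Cufflinks on a Galaxy server, with fragment bias, length and multi-read corrections. The authors counted reads per gene with htseq in union mode and ran DESeq2 with standard parameters, and their deposited tables hold a log2 fold change per gene, the mean over libraries of the counts normalized by size factors, the Wald statistic as a score, and a p-value and adjusted p-value. These fold changes have the form of estimates that a prior of DESeq2 pulls towards 0, with a median size of 0.032 in naïve neurons and 0.040 after SNL among genes with a mean count of at most 1. Versions of these tools and the gene annotation are not given in the sources used here. The authors scored RNA quality as RIN on an Agilent Bioanalyser Pico chip, and the supplement states that a RIN under 8 was accepted where a low concentration was likely to make it unreliable. Counts per library were not used here, so no count model was fitted to them. FPKM is scaled by library size and transcript length and carries no counting error of its own. Since the reads are unstranded, overlapping genes cannot be told apart, and near-identical copies are uncertain.

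Genes with an FPKM of at least 1 in at least 3 naïve libraries, or at least 2 SNL libraries, of the same sex were tested, 12893 and 11303 of the 45952 listed. Male and female libraries were compared on log2(FPKM + 1) with limma 3.58.1 (R 4.3.3, statmod 1.5.0), with an intensity trend, an adjusted p under 0.05 by Benjamini-Hochberg and no covariate, each experiment alone. Tools were checked on simulated data made from the real means and spreads. Of 100 genes changed 2-fold, 79 were recovered in the naïve design (12893 genes) and 12 in the SNL design (11303 genes), of 100 changed 4-fold 99 and 65 were recovered, and 11 and 3 unchanged genes were called. The changed genes were drawn from those with a mean log2(FPKM + 1) above 2, and the simulated noise was independent between genes, so recovery at lower expression was not measured. In each design 200 genes were changed at once. With few changed genes the adjusted threshold is stricter, so recovery is overstated for such data.

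Gene lists (22) were compared with the other tested genes by camera, with a preset correlation of 0.01 and again with an estimated one, when at least 3 members were expressed, which gave 21 lists in naïve neurons and 19 after SNL, adjusted together by Benjamini-Hochberg. With an estimated correlation the Y-linked list and the X inactivation list, which holds Xist and Tsix, passed in naïve neurons and no list passed after SNL. Without Xist and Tsix the X inactivation list did not pass in naïve neurons by that test (camera adjusted p = 0.126 with an estimated correlation). The nociception panel is the paper's, chosen by the authors and measured by them in other mice. Ribosomal and oxidative phosphorylation genes were taken by name pattern, and the other lists were written from textbook knowledge before the data were examined, as were the main tests and the alternatives not named as later choices. In naïve neurons the median, the mean or the direction of the test differed in sign for neuropeptides, small-diameter neurons and macrophages, and after SNL for ion channels, G protein-coupled receptors, small-diameter neurons, pan-neuronal genes and satellite glia. The 2 erythroid genes expressed in naïve neurons were not tested as a list, and Bpgm among them had a log2 fold change of -0.43.

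The genes named are every gene past the threshold, every gene the paper calls in either experiment or shows in Fig. 1b, the 25 genes of the panel, the 3 autosomal genes with the smallest p in each direction and, in each list, the 3 members with the highest mean FPKM. The paper's tables of its leading DESeq2 results, made by the authors, had been seen before this rule was written. Not every gene the rule takes is printed, results that need some of them are not reported here, and members outside it are said to have been chosen after their values were seen.

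Power was computed with the RNASeqPower formula for a 2-fold change at an alpha of 0.05, with a depth of 20 for naïve and 25 for SNL libraries as in Supplementary Table 1. Library measures were compared by permutation tests with 100000 resamples, or by exact permutation tests with 3 libraries per sex, which allow no p under 0.1. Libraries had 24800048 to 50649730 input reads, and a median of 85.6% mapped uniquely. The alternatives were pseudocounts of 0.1 and 0.01, no expression filter, a mean FPKM of at least 5, quantile normalization, median-of-ratios scaling, no trend, robust estimation, array quality weights, the replicate number as a block, RIN or a marker score as a covariate, the authors' p-values over the genes kept here, and each library left out in turn. Alternatives and tests chosen after the data were seen were the 2 fits without groups of naïve libraries, the SNL fit without autosomal genes listed at 0, the X inactivation list without Xist and Tsix, the count of intervals within 2-fold and the comparison of the sex effect between experiments.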

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

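The tests of the zeros, the comparison of the sex effect between the experiments and the fit without male replicates 3 and 11 were chosen after the results were seen. After SNL, 3 autosomal genes that the paper does not discuss separated the sexes, with every library of one sex listed at 0 (fitted values of -3.29 for Irf5, -2.99 for Pkmyt1 and 3.28 for Slc24a5 on the log2(FPKM + 1) scale, which depend on the pseudocount and are no bound). An absence of Irf5 and Pkmyt1 transcripts in males is excluded by the authors' deposited table, made from read counts, where the Wald statistics of both are at most 1.30 in size at mean counts of 389 and 233, against 4.79 for Xist and 8.44 or more for the Y-linked Kdm5d, Uty, Eif2s3y and Ddx3y at mean counts of 82.7 to 833. A candidate explanation for these 2 genes is FPKM estimates that failed and were listed as 0, since in naïve neurons Irf5 was at 0 in 8 males and 8 females and Pkmyt1 in 9 and 10, with no other value under 3.31 FPKM. A smaller sex difference in them stays open, since the fold changes of that table are pulled towards 0. For Slc24a5, at a mean count of 23.1, a sex difference and failed estimates cannot be told apart, since its log2 fold change of 0.20 there (bound of the 95% interval 0.737) stands beside 0.30 for Gm29650, a Y-linked gene listed at 0 in every female, at 6.43. In naïve neurons the authors' mean count of Slc24a5 was 1337, where its FPKM was at most 31.6. Why its count was so much lower after SNL was not tested, and explanations other than these were not examined.

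The male-female difference of cytosolic ribosomal protein genes differed between the experiments by the test with a preset correlation, with a median SNL minus naïve log2 fold change of -0.49 (77 genes, camera adjusted p = 6.89e-14, and adjusted p = 0.861 with an estimated correlation). Sorting method, mouse line and injury differ together between the experiments, so it cannot be assigned to any of them. After SNL the median rested on single libraries, at 0.0056 without male replicate 2 and -0.41 without female replicate 1. In naïve neurons, transcript length is excluded as the whole cause, since 79 length-matched genes had 0.271 times the ribosomal median (0.191 to 0.331 when any one library was left out). Lower RNA quality of the male libraries stays open, since with RIN as a covariate the median was 0.522 times that without it (0.00245 to 0.682 when any one library was left out). The weight of male replicates 3 and 11 stays open too, since without them the median was 0.413 times that with them (0.162 to 0.537 when any one more library was left out). A sex difference in ribosomal protein expression also stays open and was not tested apart from these.

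Subunits of oxidative phosphorylation had a median difference of -0.28 between the experiments (72 genes, camera adjusted p = 0.000435, and adjusted p = 0.861 with an estimated correlation).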

How the results depend on the processing

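The fits without the 4 Hox libraries, without male replicates 3 and 11 and without autosomal genes listed at 0, and the X inactivation list without Xist and Tsix, were chosen after the data were seen, and the cause of a change was not tested unless named. Where neither fit passed, a change of sign was not counted as a reversal, and the spread of the Spearman correlation between the sexes and of power is a jackknife error over libraries. Among named genes in naïve neurons, 1494 of 1506 comparisons kept their side of the threshold, 95 of them with a change of sign where neither fit passed, 9 lost the call, 3 gained it and 0 reversed. Among lists the numbers were 289 (18 with such a change), 8, 32 and 2 of 331, and after SNL 1327 (69), 20, 8 and 0 of 1355 for genes and 287 (7), 12, 1 and 1 of 301 for lists. After SNL the intervals of the fold change were widest for genes of low FPKM.

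In naïve neurons 1 gene passed instead of 7 with a mean FPKM of at least 5, where Eif2s3y is the only one of the 7 tested. Instead of 5 lists, 8 passed with a pseudocount of 0.01, 10 with RIN as a covariate, 11 without the 4 libraries with trunk Hox genes near 0, 8 without male replicates 3 and 11, and 4 to 8 when any one library was left out (8 without male replicate 11, female replicate 9 or female replicate 11). Without the 4 Hox libraries the lists gained were neuropeptides, pan-neuronal genes, satellite glia, Schwann cells, fibroblasts and endothelial cells (camera adjusted p from 0.0447 to 0.0481). Without male replicates 3 and 11 they were small-diameter neurons, pan-neuronal genes, satellite glia and fibroblasts (0.0025 to 0.0381). The oxidative phosphorylation median, 0.10, was -0.022 with quantile normalization and -0.079 without male replicates 3 and 11. The Spearman correlation, 0.982, was 0.946 over all genes above 0 and 0.973 with a mean FPKM of at least 5, and power, 0.939, was 0.821 with the mean coefficient of variation and 0.989 with a mean FPKM of at least 5. With 3 libraries per sex it ran from 0.346 to 0.796 over the draws.

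After SNL, 5 genes passed, 2 of them on X or Y. With limma 0 passed, and so 0 on X or Y, with a pseudocount of 0.01 (326 at an unadjusted p under 0.05), no expression filter (505) or a mean FPKM of at least 5 (2.99% of those tested), and 2 without autosomal genes listed at 0. Leaving out any one library gave 5 to 13 genes (8 without male replicate 1, 13 without male replicate 2 or female replicate 1), 2 to 3 of them on X or Y, and 1 to 6 lists instead of 6 (1 without male replicate 2 or female replicate 3). The ribosomal median, -0.20, then ran from -0.41 to 0.0056, the last without male replicate 2. The Spearman correlation, 0.972, was 0.933 over all genes above 0, 0.955 with a mean FPKM of at least 5, 0.955 from medians, and 0.954 to 0.974 with any one library left out. Power, 0.711, was 0.570 with the mean coefficient of variation, 0.807 with a mean FPKM of at least 5, and 0.633 to 0.729 with any one library left out.

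The replicate numbers did not pair the libraries, with a correlation above 0.1 in 1 of 11 naïve pairs (-0.164 to 0.282) and 2 of 3 SNL pairs (-0.207 to 0.256), and 1 male library in each experiment correlated best with its own number. With the replicate number as a block, 5 genes, without Xist and Kdm5d (adjusted p = 0.167 each), and 8 lists passed in naïve neurons, and after SNL 0 genes, 0 on X or Y (limma, 519 at an unadjusted p under 0.05), and 5 lists. The naïve lists gained with the block were neuropeptides (camera adjusted p = 0.0440), satellite glia (0.0487) and endothelial and mural cells (0.0487).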

Differences from the paper's values

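The power to detect a 2-fold change for the genes of lowest expression was 0.403 after SNL here, and the paper's value is 0.259. The difference was under 1.5 times with the mean coefficient of variation (0.332) and without male replicate 1 (0.353), male replicate 2 (0.332), female replicate 1 (0.373) or female replicate 2 (0.364), and not with a mean FPKM of at least 5 (0.665), median-of-ratios scaling (0.422), or without male replicate 3 (0.476) or female replicate 3 (0.407), all alternatives set before the data were examined. For 3 naïve libraries per sex the value for these genes averaged 0.227 over random draws, and the paper's value, for a subset it does not name, is 0.373. The highest of the draws (0.468) is within 1.5 times of it and the lowest (0.15) is not, both set before the data were examined.

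In naïve neurons the log2 fold changes here, on the scale of log2(FPKM + 1), were smaller in size than those in the paper's table for 5 of the 6 called genes with a value above 0 in at least 1 library of each sex, namely Eif2s3y (4.37, the paper's 5.62), Ddx3y (3.26, the paper's 5.21), Uty (1.58, the paper's 3.86), Tsix (-1.06, the paper's -4.04) and Xist (-0.79, the paper's -1.09), and larger for Gm29650 (2.36, the paper's 1.82). Kdm5d, for which the paper's value is 3.05, was listed at 0 in every female, so no fold change is set beside it. The paper's come from counts, on a scale with no pseudocount of this kind, and have the form of estimates pulled towards 0. With a pseudocount of 0.01 all 6 were larger in size than the paper's (Eif2s3y 8.06, Ddx3y 8.09, Uty 6.93, Tsix -6.59, Xist -5.74 and Gm29650 7.94). Of the alternatives set before the data were examined none comes within the larger error of them except the authors' own deposited values and, for Gm29650, array quality weights (1.99).

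After SNL the paper reports a set of 7 genes, mostly X- or Y-linked, and 5 passed here, of which 2 lie on X or Y, Eif2s3y and Ddx3y, both in the paper's set. Uty (adjusted p = 0.0962), Xist, Bcl3 and D430019H16Rik (0.945 each) did not pass here, and Kdm5d was below the expression filter, while Irf5, Pkmyt1 and Slc24a5 passed here and not in the authors' deposited table. In that table 5 genes have an adjusted p under 0.05, Ddx3y, Eif2s3y, Uty, Kdm5d and Xist, while D430019H16Rik has 0.0561 and Bcl3 0.0794. The authors' p-values, adjusted over the genes kept here, call 6 genes, with Ddx3y, Eif2s3y, Uty, Xist (0.00479), D430019H16Rik (0.0319) and Bcl3 (0.0438). Uty also passed with no intensity trend (0.0270) and with the filter rule of naïve neurons (0.0271). In naïve neurons all 7 genes were shared with that table. Spearman's rho between the sexes matches the values printed in Fig. 1a.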

Other observations

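The tests of the splits for numbers of genes and of counts per FPKM were chosen after the results were seen. Hox genes of the trunk, which mark the level of the body axis, did not differ between the sexes as a list in naïve neurons (13 expressed, median log2 fold change 0.06, camera adjusted p = 0.335) or after SNL (10 expressed, -0.43, adjusted p = 0.121), and no member passed (limma; none when adjusted over the list alone, 0 and 1 at an unadjusted p under 0.05). The list passed in naïve neurons without male replicate 2 (median 0.38, adjusted p = 0.0362), while its median was -0.25 without female replicate 2 and -0.23 without female replicate 11, and its adjusted p over all libraries was 0.795 with an estimated correlation. Hoxb5 had 26.5 FPKM in naïve males and 22.8 in naïve females, and Hoxa9 had 16.9 and 31.2 after SNL (-0.83). The summed FPKM of these genes was 0.464 in naïve male replicate 2, 0.783 in male replicate 10, 0.369 in female replicate 2 and 0.705 in female replicate 11, and 94.7 to 173 in the other naïve libraries. The paper states that trigeminal ganglia served for 2 naïve replicates, and the low sums belonged to 2 libraries of each sex. The numbers match, but whether these libraries are those replicates could not be checked, since the sources used here do not name them. If they are, the fits without these 4 libraries hold lumbar DRG alone. In naïve female replicate 4 the neutrophil genes S100a8 and S100a9 had 44.5 and 62.7 FPKM.

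No gene had a sex effect that differed between the experiments (limma on 11039 genes, 0 at an adjusted p under 0.05), and the smallest p belonged to Ubald2, with log2 fold changes of 0.23 in naïve neurons and -1.12 after SNL (p = 6.40e-05, adjusted p = 0.707). Across 10655 genes off X and Y, the log2 fold changes of the 2 experiments had a Pearson's r of -0.0619, and 7 of the 10 splits of the SNL libraries gave one as large in size, the real one included (highest other 0.186). The splits are too few for a share under 0.05.

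Random splits were used to ask whether chance could give as many calls. For genes in naïve neurons 1 of 100 splits, the real one, gave 7 genes, and the highest other gave 1. All 7 lie on X or Y, so a split that mixes the sexes weakens them by construction. The test therefore cannot exclude chance for sex effects off X and Y. At an unadjusted p under 0.05, 9 of the 99 other splits gave at least the 1069 genes of the real one, with a highest of 1539. For lists in naïve neurons chance cannot be excluded, since 46 of 100 splits gave at least the 5 of the real split, with a highest other of 13. After SNL 4 of 10 splits gave at least the 5 genes of the real one and the highest other gave 343, which points to a structure of the samples, with male replicates 1 and 2 and female replicate 1 on one side. Their uniquely mapped shares were 89.6%, 89.0% and 89.8%, and those of male replicate 3 and female replicates 2 and 3 were 80.1%, 84.4% and 81.9%. For lists after SNL 1 of 10 gave the 6 of the real split and the highest other gave 5, and such splits are too few for a share under 0.05.

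The authors' naïve mean counts were low for their FPKM against those after SNL, with a median ratio of 0.378 over 9765 genes (quartiles 0.356 and 0.398). Fewer reads in the naïve libraries are excluded as the whole cause, since the ratio was 0.498 after division by the mean number of uniquely mapped reads (26212000 and 34514300). A candidate explanation is that only the naïve reads, which carry no strand, were counted by strand. Genes covered for most of their length by an exon on the other strand had a log2 ratio higher by 0.49 than genes with none (95% interval 0.25 to 1.19, 54 and 6853 genes), which is in that direction. The rule set for this test used the ratio before division, 0.378, which also carries the difference in reads. The test therefore cannot decide, and the explanation stays a candidate. No biological explanation was tested, since sorting method and injury differ together.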
